# Modulation of C5a–C5aR1 signaling alters the dynamics of AD progression

**DOI:** 10.1186/s12974-022-02539-2

**Published:** 2022-07-11

**Authors:** Klebea Carvalho, Nicole D. Schartz, Gabriela Balderrama-Gutierrez, Heidi Y. Liang, Shu-Hui Chu, Purnika Selvan, Angela Gomez-Arboledas, Tiffany J. Petrisko, Maria I. Fonseca, Ali Mortazavi, Andrea J. Tenner

**Keywords:** Complement, Inflammation, Alzheimer’s disease, C5aR1, C5a, Disease-associated microglia, Mouse model, Therapeutic target

## Abstract

**Background:**

The complement system is part of the innate immune system that clears pathogens and cellular debris. In the healthy brain, complement influences neurodevelopment and neurogenesis, synaptic pruning, clearance of neuronal blebs, recruitment of phagocytes, and protects from pathogens. However, excessive downstream complement activation that leads to generation of C5a, and C5a engagement with its receptor C5aR1, instigates a feed-forward loop of inflammation, injury, and neuronal death, making C5aR1 a potential therapeutic target for neuroinflammatory disorders. C5aR1 ablation in the Arctic (Arc) model of Alzheimer’s disease protects against cognitive decline and neuronal injury without altering amyloid plaque accumulation.

**Methods:**

To elucidate the effects of C5a–C5aR1 signaling on AD pathology, we crossed Arc mice with a C5a-overexpressing mouse (ArcC5a+) and tested hippocampal memory. RNA-seq was performed on hippocampus and cortex from Arc, ArcC5aR1KO, and ArcC5a+ mice at 2.7–10 months and age-matched controls to assess mechanisms involved in each system. Immunohistochemistry was used to probe for protein markers of microglia and astrocytes activation states.

**Results:**

ArcC5a+ mice had accelerated cognitive decline compared to Arc. Deletion of C5ar1 delayed or prevented the expression of some, but not all, AD-associated genes in the hippocampus and a subset of pan-reactive and A1 reactive astrocyte genes, indicating a separation between genes induced by amyloid plaques alone and those influenced by C5a–C5aR1 signaling. Biological processes associated with AD and AD mouse models, including inflammatory signaling, microglial cell activation, and astrocyte migration, were delayed in the ArcC5aR1KO hippocampus. Interestingly, C5a overexpression also delayed the increase of some AD-, complement-, and astrocyte-associated genes, suggesting the possible involvement of neuroprotective C5aR2. However, these pathways were enhanced in older ArcC5a+ mice compared to Arc. Immunohistochemistry confirmed that C5a–C5aR1 modulation in Arc mice delayed the increase in CD11c-positive microglia, while not affecting other pan-reactive microglial or astrocyte markers.

**Conclusion:**

C5a–C5aR1 signaling in AD largely exerts its effects by enhancing microglial activation pathways that accelerate disease progression. While C5a may have neuroprotective effects via C5aR2, engagement of C5a with C5aR1 is detrimental in AD models. These data support specific pharmacological inhibition of C5aR1 as a potential therapeutic strategy to treat AD.

**Supplementary Information:**

The online version contains supplementary material available at 10.1186/s12974-022-02539-2.

## Background

Alzheimer’s disease (AD) is the most common form of dementia and is characterized by the accumulation of extracellular amyloid beta (Aβ) plaques, hyperphosphorylated tau, synaptic loss, neuronal death, and ultimately cognitive decline [1]. Evidence suggests that inflammatory pathways are induced by amyloid and tangle accumulation, contributing to AD pathologies, and exacerbating neuronal injury and cognitive decline [2–4].

The complement system is a powerful effector of the innate immune system that is activated via three distinct pathways, classical, lectin, and alternative, all of which converge on proteolytic cleavage of C3 into the chemoattractant C3a and opsonin C3b. C3b also forms part of the C5 convertase, which cleaves C5 into C5a, a potent pro-inflammatory chemoattractant, and C5b, the initiating molecule of the lytic membrane attack complex (MAC) [5]. C1q, the recognition molecule of the classical pathway, in complex with the proteases C1r/C1s enables synaptic pruning as well as complement activation by fibrillar amyloid, which in the presence of C4, C2, C3, and C5 lead to the generation of C3a and C5a, both of which induce potent pro-inflammatory responses via their respective receptors C3aR and C5aR1 [6]. In addition, administration of C5a to neurons in vitro is neurotoxic and enhances neurodegeneration [7, 8].

In two mouse models of AD, pharmacologic inhibition of the C5a receptor (C5aR1) with PMX205 reduced amyloid plaque accumulation, attenuated activation of microglia and astrocytes, and protected mice against hippocampal synaptic loss and cognitive decline [9]. Inhibition or ablation of C5a–C5aR1 activity has also been demonstrated to increase survival and lower motor deficits in models of amyotrophic lateral sclerosis (ALS) [10, 11], reduce seizure susceptibility and inflammation in experimental epilepsy [12, 13], and accelerate functional recovery after spinal cord injury [14]. These data are consistent with detrimental consequences of C5a–C5aR1 activity in neurodegenerative diseases, including AD, and that inhibition of C5a–C5aR1 signaling may slow or prevent the progression of these diseases. Importantly, C5aR1 antagonists have been shown to be nontoxic in human clinical trials and case studies [15–17]. Genetic ablation of C5aR1 attenuated spatial memory decline and rescued neuronal integrity in the hippocampus in the Arctic mouse model of AD. This was accompanied by decreased inflammatory gene expression and enhanced expression of genes associated with debris clearance and phagocytosis in microglia, all supporting protective effects specific to C5aR1 inhibition [18]. However, the molecular and cellular pathways involved remain to be discerned. Recent studies suggest that microglial activation can influence the reactive states of astrocytes [19]. Whether C5aR1 ablation and the subsequent reduced microglia-mediated inflammation influences astrocytes in AD models remains to be determined.

C5aR1 expression is highly induced in AD mouse models [20]. To further elucidate the role of C5a–C5aR1 signaling in amyloid-associated cognitive decline, and to expand on our previous behavioral studies examining the role of C5a–C5aR1 signaling on cognitive decline in the Arctic mouse, we crossed the Arctic mouse to a model that overexpresses C5a under the control of the glial fibrillary acidic protein (GFAP) promoter and tested spatial memory with the object location memory (OLM) test [18, 21]. The dynamic transcriptomic and immunohistochemical changes due to C5a overexpression or C5aR1 ablation in Arctic mice were assessed using 6 mouse genotypes at 2.7, 5, 7, and 10 months of age. Since astrocytic and other cell-specific genes were missing from the analyses in our previous study, here, we microdissected the hippocampus and cortex of mice at different ages for bulk RNA-sequencing to identify region-, age-, and amyloid-specific transcriptomic changes. We identified more abundant changes in expression in hippocampi compared to cortices, correlating with higher amyloid pathology localization. We detected either decreased or delayed expression of AD-, disease-associated microglia (DAM), and reactive astrocyte-associated genes upon C5aR1 knockout. C5aR1 ablation also led to delayed expression of genes enriched for inflammation, microglial activation, phagocytosis, and cholesterol biosynthesis. Furthermore, we observed accelerated cognitive decline in the ArcC5a+, consistent with the hypothesis that C5a–C5aR1 signaling is deleterious in combination with amyloid pathology. Interestingly, C5a overexpression induced genes associated with synapse assembly, transcription, and GABAergic synapses, and may suggest parallel stimulation of C5aR1 and alternative receptors, as a result of the high transgene-driven expression of C5a, thus emphasizing the importance of specific targeted inhibition of C5aR1.

## Methods

### Animals

The Institutional Animal Care and Use Committee of University of California at Irvine approved all animal procedures, and experiments were performed according to the NIH Guide for the Care and Use of laboratory animals. Mice were grouped housed in ambient temperature and given access to food and water ad libitum*.* The Arctic48 mouse model of AD (hereafter referred to as Arc), which carries the human APP transgene with three mutations—the Indiana (V717F), the Swedish (K670 N + M671 L), and the Arctic (E22G), was generated on a C57BL6/J background and originally provided by Dr. Lennart Mucke (Gladstone Institute, San Francisco, CA). This hemizygous mouse model produces fibrillar plaques as early as 2 to 4 months of age [22]. C5a-overexpressing mice, created by cloning the coding region for the C5a fragment of C5 plus a signal sequence into a construct containing the GFAP promoter to induce production and secretion of C5a as a function of GFAP induction [23], were crossed to Arc+/− mice generating wild type (WT), Arc, C5a+ and ArcC5a+ mice. C5aR1KO mice, created by targeted deletion of the C5a receptor 1 gene [24] (originally provided by Dr. Rick Wetsel, Univ. of Texas Health Science Center, Houston), were crossed to Arc+/− mice to generate mice homozygous for C5aR1 deletion with and without the Arctic transgene. These mice were used to assess the effect of C5a overexpression on amyloid-associated cognitive decline, as well as the effects of C5a overexpression or C5aR1 ablation on microglial-, astrocytic-, and AD-associated gene expression and microglial and astrocytic pathology in WT and Arc mice from 2.7 to 10 months of age. Both male and female mice were used in all experiments.

### Behavior

Object location memory (OLM) as previously described [18, 21] took place in dim lighting in testing arenas (37.3 × 30.8 × 21.6 cm) covered with approximately 1 cm of sawdust bedding. Briefly, mice were handled for 2 min each per day over 5 days in the testing room and were acclimated to the testing arena for 5 min per day over 6 days. The first day of habituation was used as an open field test to measure locomotion and anxiety-like behaviors. During the familiarization trial, two identical objects (e.g., 100 mL glass beakers, blue Duplo Legos, or opaque light bulbs) were placed in opposite and symmetrical locations in the testing arena and mice were allowed to freely explore the objects for 10 min. After a 24-h delay, mice were tested for object location memory. One object was moved to the opposite end of the arena and exploration of both objects was tracked for 2 min. The object moved to a novel location was counterbalanced to control for side preference. To prevent olfactory distractions, objects were cleaned with 10% ethanol and bedding was stirred after each trial (different bedding was used for males and females). Trials were recorded by mounted cameras from above and object exploration was scored manually by two blinded experimenters using stopwatches. Discrimination indices were calculated with the formula: [(time spent with moved object − time spent with unmoved object)/time spent with both objects) × 100] to obtain a percent (%) discrimination index (DI) [21]. Mice were removed from the analysis if they spent less than 1 s/min with the objects during training and/or testing or if the performance of mice was ± 2 standard deviations from the mean.

### Immunohistochemistry (IHC)

Mice were deeply anesthetized with isoflurane and perfused transcardially with cold phosphate buffered saline (PBS; 137 mM NaCl, 2.7 mM KCl, 4.3 mM Na_2_HPO_4_, 1.47 mM KH_2_PO_4_, pH 7.4). Half brains were quickly dissected and fixed in 4% paraformaldehyde for 24 h, then stored in PBS with 0.02% sodium azide at 4 °C. 30–40 µm coronal sections were generated using a vibratome and stored in PBS with 0.02% sodium azide at 4 °C until ready for use.

Sections were incubated in blocking solution (2% BSA plus 5% normal goat serum or 10% normal goat serum, and 0.1% Triton X in PBS) for 1 h on a shaker at RT. Tissues were then incubated with primary antibody diluted in blocking solution overnight on a shaker at 4 °C. Primary antibodies used were rabbit anti-Iba1 (1:1000, Wako #019-19741), rat anti-CD68 (1:700, Biolegend #137001), rat anti-CD11b (1:100, Biorad #MCA74G), hamster anti-CD11c (1:400, Biorad #MCA1369), rat anti-Lamp1 (1:500, Abcam #ab25245), rat anti-mouse C3 (1:50, Hycult #HM1045), rabbit anti-GFAP (1:2900, Dako #Z0334). Alexa Fluor secondary antibodies were diluted 1:500 in blocking solution and included 568 goat anti-Armenian hamster (Abcam, #ab175716), 555 goat anti-rat (Invitrogen #A21434), 488 goat anti-rat (Invitrogen #A21212), 488 goat anti-rabbit (Invitrogen #A-11070), and 647 goat anti-rabbit (Invitrogen #A21244). To counterstain fibrillar plaques with Thioflavin-S (Thio-S) sections were incubated in 0.1% or 0.5% Thio-S for 10 min after secondary antibody. To counterstain fibrillar plaques with Amylo-Glo (1:100 in PBS, Biosensis #TR-300-AG), tissues were incubated for 10 min before the first blocking step, washed in PBS for 5 min, and quickly rinsed with MilliQ H_2_O before continuing with the IHC protocol. Sections were mounted and coverslipped with Vectashield (VECTOR). Low magnification images (10×) were acquired using ZEISS Axio Scan.Z1 Digital Slide Scanner. The mean areas of C3, GFAP, CD11b, CD11c, CD68, Iba1, and plaques were quantified in the hippocampal regions CA1, CA3, and DG, as well as the entire hippocampus and cortex using the Surfaces feature of Imaris ×64 (version 9.5.0). Confocal images were acquired at 20× using a Leica SP8 confocal microscope. Z stacks of 1-µm-step interval within a depth of 30 µm were obtained per area of interest, and volume was analyzed with Imaris. Quantitative comparisons between groups were carried out on comparable sections of each animal processed at the same time with same batches of solutions, unless otherwise noted.

### Enzyme-linked immunosorbent assay

To confirm that mice expressing the C5aGFAP+/− transgene produce higher quantities of C5a protein, we performed enzyme-linked immunosorbent assay (ELISA) on pulverized hippocampus and cortex and on plasma taken from WT, Arc, C5a+, and ArcC5a+ mice at 5, 7, and 10 months. Pulverized cortex and hippocampal samples were homogenized on ice using a pestle pellet motor in 10× volume of homogenization buffer containing PhosphoSTOP (Roche) and cOmplete Mini Protease Inhibitor Cocktail (Roche) in TPER. Samples were then centrifuged at 14,000 rpm for 30 min at 4 °C and supernatant was collected and stored at − 80 °C. C5a concentration was determined with the R&D Systems Mouse Complement Component C5a DuoSet ELISA (DY2150) according to the manufacturer’s instructions, in triplicate. Optical density was read on SpectraMax Plus 384 using and SoftMax Pro 7.1 (Molecular Devices, San Jose, CA). Standard curve was fitted to 4-parameter logistic expression. The total protein concentration was assessed using the Pierce BCA Protein Assay Kit (Thermo Scientific). Any plates lacking a full standard curve were normalized to the previous plate while C5a levels were averaged to generate one value per animal for samples repeated in more than one ELISA experiment. To assess whether the C5aGFAP transgene resulted in peripheral effects, plasma levels of C5a were measured. Blood collected via cardiac puncture was mixed immediately with 10 mM EDTA on ice. After centrifugation (5000 rpm for 10 min, 4 °C), plasma was collected and diluted 1:80 in reagent diluent for ELISA. When plasma from FVB/NJ C5-deficient mice [25] was assayed no C5a was detected, validating our C5a ELISA.

### RNA extraction

Mice were perfused with PBS and dissected cortex and hippocampus were stored at − 80 °C prior to RNA extraction. Hippocampus and cortex were lysed separately in RLT (Qiagen # 80204) buffer with 1% β-mercaptoethanol by the QIAGEN TissueLyser. Total RNA of each tissue was extracted using the QIAGEN RNeasy mini kit and QIAcube (Qiagen # 80204 and # 9002864) and quantified using the NanoDrop ND-1000 spectrophotometer. The RNA integrity number (RIN) was assessed using the Agilent 2100 Bioanalyzer and the samples with RIN > 8.0 were used for library preparation.

### RNA-seq library preparation

Bulk sequencing experiments were conducted utilizing 5–10 mice per genotype per age (with approximately equal numbers of males and females). RNA-seq libraries were built following the Smart-seq2 protocol using the Nextera library preparation kit [26]. In brief, polyadenylated RNA was reverse transcribed and a template-switching oligo (TSO) was added, which carries 2 riboguanosines and a modified guanine to induce a locked nucleic acid (LNA). cDNA was then amplified, and the resulting fragments were tagmented. Fragments between 150 and 600 nucleotides were finally selected using Ampure XP beads. The quality of all libraries was assessed using the Agilent 2100 Bioanalyzer. Bulk libraries were sequenced using the NextSeq 500 (Illumina) obtaining at least 10 million reads per RNA-seq sample. Resulting Fastq files and data matrices were deposited in GEO with the Accession ID: GSE197591.

### RNA-seq processing and data analysis

Paired-end RNA-seq reads were aligned to mm10 reference genome and annotated with Gencode v21 transcriptome using STAR v.5.1 [27]. Gene expression was calculated using RSEM v1.2.25 [28]. Possible noise introduced by batch effects was corrected by the R (version 3.6.2) package Combat-seq [29]. Data were then normalized using edgeR trimmed mean of *M*-values (TMM) function [30]. TPM was calculated utilizing a custom script and ComBat-seq batch corrected counts as input. Two statistical outliers were removed based on dimensionality reduction by PCA and Pearson correlation coefficient [31]. A total of 372 RNA-seq data sets were generated. We also provide an explorable data viewer that presents all generated RNA-seq data (http://crick.bio.uci.edu:3838/ArcticMonday/).

### Differential expression analysis

The R package maSigPro (version 1.58.0) was used to identify gene expression changes over time allowing for *k*-means clustering of genes that present similar patterns of expression during the time-course [32]. In addition, edgeR (version 3.28.1) was used to identify genes differentially expressed between selected ages and genotypes [30] using a false discovery rate (FDR) of 1% and an alpha of 0.05. We utilized expression as TMM-normalized counts represented as a count per million (CPM) matrix in both aforementioned packages.

### Gene ontology and pathway analysis

Gene ontology enrichment analysis was performed using Metascape and DAVID online tools computing gene-set overlaps between pathways and biological processes, that were selected based on *p*-values smaller than 0.05 [33, 34].

### Statistical analyses

Unless otherwise stated, all statistical analyses were performed with GraphPad Prism (V9.3.1). When appropriate, comparisons were performed with two-way ANOVA and Tukey’s post hoc test.

## Results

### C5a–C5aR1 signaling accelerates hippocampal-dependent memory deficits in Arctic mice

We previously reported that ablation of C5aR1 in Arc mice prevents memory deficits assessed with the OLM test at 10 months of age [18], suggesting that binding of C5a to C5aR1 induces responses that contribute to the cognitive decline observed in this model. Since elevated C5a production could result in greater engagement of C5a with C5aR1, we assessed whether transgene-driven generation of the C5a fragment accelerates the effects of this receptor signaling. We first confirmed that the C5a+ transgene resulted in elevated levels of C5a in the cortex and hippocampus in both WT and Arctic mice without increasing plasma levels (Additional file 1: Fig S1), as expected since it is under the control of the GFAP promoter. Arc and ArcC5a+ mice and their WT littermate controls were tested at 7 months to determine if overexpression of C5a in brain would accelerate memory decline in the presence or absence of amyloid pathology. Analysis of open field revealed that there were no abnormalities in locomotion or anxiety-like behavior (Additional file 1: Fig S2A–C). All mice had similar total exploration times of both objects (Additional file 1: Fig S2D) and none showed a preference for either object position during OLM training (Additional file 1: Fig S2E). At 7 months of age, Arc mice did not show a deficit in object location memory compared to WT (Fig. 1). However, while no deficit was detected in the C5a-overexpressing wild type, the DI of ArcC5a+ mice was 6.2%, indicating significantly diminished cognitive performance compared to Arc mice (41.9%) (Fig. 1B). These data suggest that higher levels of C5a act in collaboration with co-existing amyloid pathology (which also results in induced expression of C5aR1) to accelerate cognitive decline. Taken together, and with the data published in 2017 [18], these findings are consistent with the hypothesis that chronic stimulation of the C5a–C5aR1 accelerates memory decline in Arc mice, whereas ablation of C5aR1 protects against it.

**Fig. 1:**
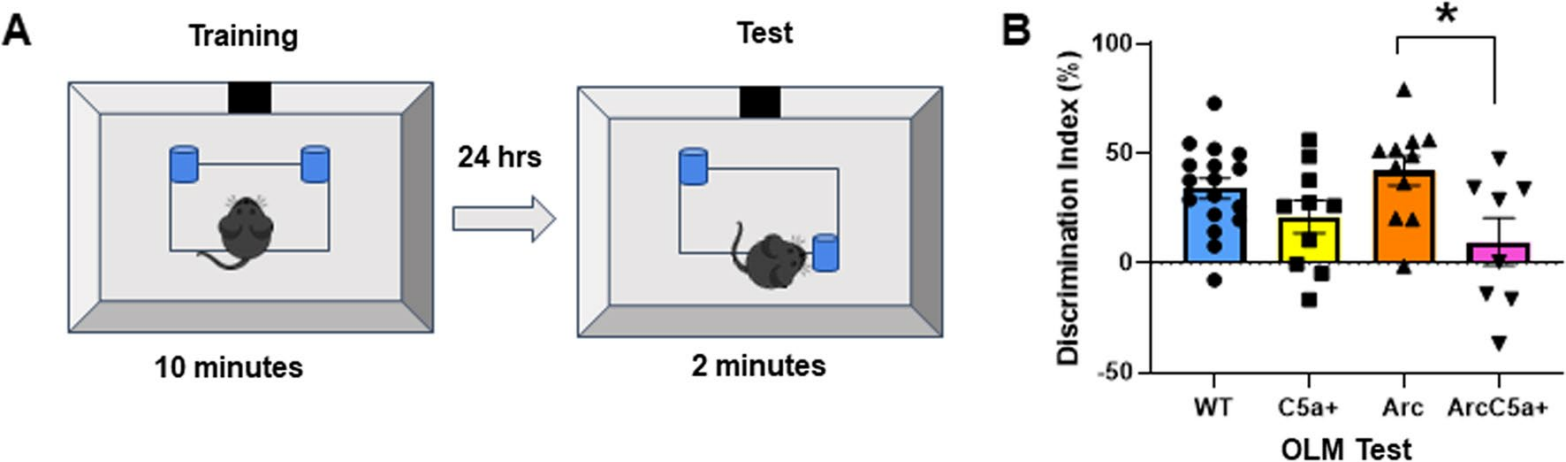
Overproduction of C5a accelerates memory decline in Arctic mice at 7 months. **A** Overview of experimental design for object location memory (OLM) test. **B** Discrimination index (%) was calculated for the OLM test. Data shown as mean ± SEM. *p < 0.05. Two-way ANOVA with Tukey’s post hoc test. *N* = 17 (WT), 10 (C5a+), 11 (Arc), 8 (ArcC5a+)

Neuronal loss and cognitive decline are common features of Alzheimer’s disease [1]. Therefore, to determine if hippocampal-dependent cognitive decline in Arc and ArcC5a+ mice paralleled neuronal injury in the hippocampus, we assessed levels of dystrophic neurites (Lamp1) (Additional file 1: Fig S3A–B, E). While ArcC5aR1KO mice had lower levels of Lamp1-positive dystrophic neurites compared to Arc in the CA1, CA3, and DG of the hippocampus and in the cortex at 5 months (and in the DG at 7 months) (Additional file 1: Fig S3E) by 10 months the levels of LAMP1 were comparable in Arc and ArcC5aR1KO. ArcC5a+ had similar levels of Lamp1 as Arc, with a reduction only in the DG at 7 months (Additional file 1: Fig S3E). To determine if the toxic response to fibrillar plaques was altered with the deletion of C5aR1 or overexpression of C5a, we compared the relative levels of Lamp1 to Amyloglo (AG) levels in Arc, ArcC5aRKO, and ArcC5a+ (Additional file 1: Fig S3C, D, F, G). While there were minimal reductions of AG at 7 months in the ArcC5aR1KO CA3 and DG hippocampal regions (Additional file 1: Fig S3F), the ratio of Lamp1 to AG was significantly reduced in ArcC5aR1KO and ArcC5a+ at 10 months (Additional file 1: Fig S2G). These data suggest that while there may not be lasting changes in fibrillar plaque accumulation in ArcC5aR1KO or ArcC5a+ mice, the toxic response to these plaques is reduced.

### Distinct subsets of genes are affected by C5ar1 knockout or C5a overexpression

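Bulk RNA was sequenced from the hippocampus and the cortex of mice of 6 genotypes at 4 ages. Arc mice carry a human APP transgene with the Arctic mutation and develop amyloid plaques. C5aR1KO mice lack the receptor C5aR1, C5a+ mice express the complement fragment C5a from a transgene with the Gfap promoter. ArcC5aR1KO and ArcC5a+ mice combine these changes with the Arctic transgene. The deposited files hold 361 libraries, 181 of hippocampus and 180 of cortex, from 198 male and 163 female samples. In the hippocampus there were 8 libraries of each genotype at 7 months. At 5 months there were 10 libraries of WT, 10 of Arc and 8 of each other genotype. The 10-month groups had 8 libraries of WT, 8 of C5aR1KO, 7 of C5a+, 8 of Arc, 6 of ArcC5aR1KO and 5 of ArcC5a+. The 2.7-month groups had 7 libraries of WT, 7 of C5aR1KO, 8 of C5a+, 6 of Arc, 7 of ArcC5aR1KO and 4 of ArcC5a+. Cortex groups had the same sizes, except for 7 libraries of C5a+ at 5 months. The authors prepared the libraries with the Smart-seq2 and Nextera protocols, mapped paired-end reads to the mouse genome mm10 with STAR and quantified genes with RSEM. Each file gives the expected count and the TPM of every gene. At 2.7 months the hippocampal libraries held 6657806 to 15656765 expected counts, with group medians from 9977437 (ArcC5a+) to 13194170 (C5aR1KO). The cortical libraries of this age held 8202982 to 17278025, with group medians from 10269074 (WT) to 13955132 (C5a+). At 5 months the hippocampal libraries held 7825969 to 41206873 expected counts, with group medians from 11859932 (ArcC5aR1KO) to 14334496 (Arc). The cortical libraries of this age held 8176491 to 43468041, with group medians from 11127086 (ArcC5aR1KO) to 12886114 (Arc). At 7 months the hippocampal libraries held 7346693 to 14448194 expected counts, with group medians from 10180306 (ArcC5a+) to 12469159 (Arc). The cortical libraries of this age held 7216467 to 15064955, with group medians from 9649229 (ArcC5aR1KO) to 12409265 (WT). At 10 months the hippocampal libraries held 6529624 to 25079923 expected counts, with group medians from 9703872 (C5a+) to 12040186 (Arc). The cortical libraries of this age held 6549579 to 34621535, with group medians from 8910342 (C5a+) to 12673684 (C5aR1KO). Expected counts were rounded and genes with too few counts for a test were left out. In all, 18962 genes in hippocampus and 18060 in cortex were tested. Genotypes of the same tissue and age were compared by edgeR's quasi-likelihood test after TMM normalization, with sex and library set as covariates. Genes at an adjusted p under 0.01 were called. A library set is the group marked by a letter in the deposited names, and each set holds mice of 1 age only. At 5 months 1 set held only ArcC5aR1KO, C5a+ and ArcC5a+ libraries and another only WT, Arc and C5aR1KO libraries, and at 10 months 1 set held only WT, Arc and C5aR1KO libraries. Comparisons across these groups rest on the sets that hold both. Because of the sets, an age was never compared with another age within a genotype, and changes with age are those of a difference between genotypes.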

To explore molecular basis of C5a–C5aR1 signaling, we dissected 372 cortices and hippocampi of mice representing six distinct genotypes (WT, C5aR1KO, C5a+, Arc, ArcC5aR1KO, and ArcC5a+) throughout disease progression at 2.7, 5, 7, and 10 months of age in order to build RNA-seq libraries and thus identify transcriptome changes in different cohorts (Fig. 2A). UMAP dimensionality reduction showed clear tissue-specific clustering characterized by the separation of cortices from hippocampi samples on UMAP 1. 

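Hippocampal and cortical libraries had different transcriptomes. For 356 of 361 libraries, the library with the closest expression profile over 19526 genes came from the same tissue. The first principal component of log2 CPM values held 21.0% of the variance, of which tissue accounted for a share of 0.468 (R2) and library set for 0.427. The second component held 13.0%, with shares of 0.364 for tissue and 0.396 for library set. Once the mean of each library set had been removed, the first component held 25.6% of the variance, tissue accounted for a share of 0.928 of it, and the closest library was of the same tissue for 359 libraries. Genotype accounted for a share of 0.00363 of the first component before this step. UMAP was not used here, and no test was made of the separation.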

UMAP 2 showed a subtle separation of tissues from younger mice located at the top and tissues of older mice located towards the bottom of the axis in hippocampus samples, and left to right in cortex samples, highlighted by the gradient of colors with age from light to dark, respectively (Fig. 2B). To determine if the Arctic model has sex-specific effects, we used edgeR [30] to identify differentially expressed genes between male and female Arc mice. Genes upregulated in females were mainly those known to be sexually dysmorphic genes [35], such as Xist and Tsix, which are located on the X-chromosome, whereas males presented upregulation of genes known to be male-specific, such as Eif2s3y and Ddx3y, which are located on the Y-chromosome (Additional file 1: Fig S4A, B). Therefore, differential expression analyses showed lack of sex-specific changes in the hippocampus and cortex of Arc mice at all ages.

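Arc males and females differed in few genes, most of them on the sex chromosomes. Over all ages, 5 genes were higher in Arc males and 2 were higher in Arc females among 18962 tested in the hippocampus (32 libraries). The male genes were Ddx3y, an RNA helicase, at a log2 difference of 9.77 (standard error 0.21, adjusted p = 2.69e-29), the translation factor subunit Eif2s3y at 9.62, the histone demethylases Kdm5d at 8.25 and Uty at 8.21, all on the Y chromosome. Also higher in males was Ddx4, a germ cell helicase on chromosome 13, at 1.27 (standard error 0.18, adjusted p = 0.00263). The female genes were Xist, the RNA that coats the inactive X chromosome, at -7.62 (standard error 0.21, adjusted p = 1.59e-17), and its antisense RNA Tsix at -7.39. In the cortex 4 genes were higher in males, the same 4 genes of the Y chromosome, and 3 in females, Xist at -9.53, Tsix at -8.36 and the unnamed gene model Gm26723 on chromosome 12 at -12.56. Kdm5d, Uty, Ddx4 and Gm26723 were named after their values were seen. In the cortex at 2.7 months, with 1 female, a gene model on chromosome 11 was also higher in males, by 11.29 on the log2 scale. Taken age by age in the hippocampus, 6 genes passed at 5 months, 6 at 7 months and 6 at 10 months, each of them on a sex chromosome. At 2.7 months, with 1 female, edgeR called 0 genes (353 at an unadjusted p under 0.05), DESeq2 called 6 and limma-voom 0. Sex differences in other genotypes were not analysed here.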

**Fig. 2:**
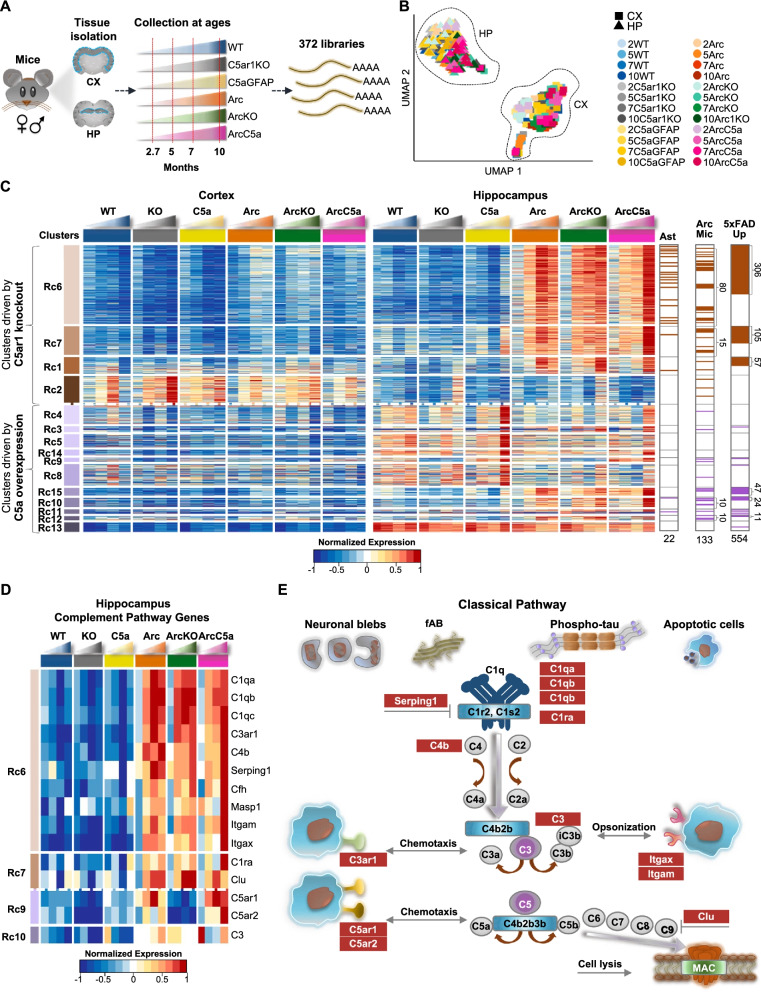
Distinct subsets of genes in the hippocampus are affected by C5ar1 knockout or C5a overexpression. **A** Schematic diagram of experimental design highlighting 372 RNA-seq samples processed from cortices and hippocampi of 6 mouse genotypes during disease progression at 2.7, 5, 7, and 10 months of age. **B** UMAP embedding representation of 372 RNA-seq samples represented in **A**. Samples separated out mostly by tissue type (hippocampus (HP) and cortex (CX)). Samples from WT mice are represented in shades of blue, from the C5ar1KO cohort in shades of gray, from the C5aGFAP cohort in shades of yellow, from the Arctic cohort in shades of orange, from the ArcC5ar1KO cohort in shades of green, and samples from the ArcC5aGFAP cohort in shades of pink. **C** Heatmap of 1763 genes with dynamic temporal profiles in the hippocampus identified by maSigPro clustering (alpha < 0.05, FDR < 0.05%). Each column represents the average expression for a time point and each row represents a gene. Each cluster represents a subset of genes that show a similar pattern of expression along the time-course in the hippocampus. Clusters shown in brown gradient and lilac gradient (far left) represent genes whose expression changes are driven by C5ar1KO or C5a overexpression, respectively. RNA-seq data (TPM) is row-mean normalized. Astrocyte-associated genes (Ast), genes upregulated in microglia isolated from Arctic mice (Arc Mic), and genes upregulated with pathology progression in the 5xFAD mice (5xFAD Up) present in each cluster are shown (far right). **D** Heatmap of 15 genes of the complement pathway expressed in hippocampal samples that were present in maSigPro identified clusters. RNA-seq data (TPM) is row-mean normalized. **E** Representative diagram of the Classical pathway activation of the complement cascade, highlighting complement-associated genes present in the maSigPro identified clusters (as seen in panel **D**). *N* = 4–10 mice/genotype/age

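The course of expression over age differed between genotypes for 3330 of 18962 hippocampal genes at an adjusted p under 0.0005 (6252 at 0.01). Of 29 genes of disease-associated microglia (DAM), the state that microglia take around plaques, 28 passed (28 when adjusted over the list alone), among them the protease inhibitor Cst7 (adjusted p = 2.82e-122) and the receptor Trem2 (adjusted p = 5.06e-93). The classical complement genes C1qa (adjusted p = 3.11e-52) and C4b (adjusted p = 1.15e-54) were among 18 of 24 complement genes that passed (18 over the list alone). Interferon response genes passed in 23 of 23 cases (23 over the list alone), pan-reactive astrocyte genes in 12 of 13 (12), lysosomal genes in 22 of 25 (22) and genes of cholesterol biosynthesis in 11 of 20 (12). Of neuronal lists, 13 of 24 genes of the GABAergic synapse passed (16 over the list alone), 6 of 19 of the glutamatergic synapse (7) and 8 of 16 potassium channel genes (9). The test was edgeR's quasi-likelihood F test of all genotype terms in a quadratic regression on age, with library set and sex as covariates. It asks for any difference between the 6 genotypes, the effect of the Arctic transgene included. A difference that is the same at all ages also passes, so these counts are not of differing time courses alone. The regression program of the paper was not used here.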

Using maSigPro (Additional file 1: Fig S5A) [32], we identified 1763 genes whose expressions varied in a time-specific fashion. These genes grouped into 15 RNA clusters with distinct patterns of expression (Fig. 2C). RNA cluster (Rc)6, Rc7, Rc1, and Rc2 represent genes whose expression changes were mainly driven by the knockout of C5ar1 and are represented in shades of brown. Rc4, Rc3, Rc5, and Rc8 to Rc15 represent genes whose expression changed mainly in response to C5a overexpression and thus are represented in shades of lilac. 

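Hc, the gene of complement component C5, marks the C5a transgene in these data. In the hippocampus its log2 difference between ArcC5a+ and Arc mice was 4.22 (standard error 0.22, adjusted p = 1.23e-15) at 2.7 months, 4.79 (adjusted p = 8.06e-19) at 5 months, 4.40 (adjusted p = 4.51e-18) at 7 months and 3.50 (adjusted p = 1.08e-05) at 10 months. Besides Hc, few single genes separated ArcC5a+ from Arc mice, with 7 genes higher and 1 lower at 2.7 months, 2 and 0 at 5 months, 5 and 1 at 7 months, and 1 and 0 at 10 months, Hc included. DESeq2 called 30, 6, 49 and 10 in all at these ages, and without the libraries that stand apart, a fit chosen after seeing the data, edgeR called 29 at 10 months. At 2.7 months, with 4 ArcC5a+ and 6 Arc libraries, edgeR's calls included Gabra2, a subunit of the GABA-A receptor, at 1.09 (standard error 0.09, adjusted p = 2.47e-09), the neuronal GTPase gene Rnd2 at 0.54 (adjusted p = 0.00902) and the pseudogene Tmem181b-ps at 0.88 (adjusted p = 3.46e-04). The gene model Gm17167 was lower, at -1.19 (adjusted p = 3.46e-04). These calls were lost with only the compared groups fitted for Gabra2, Rnd2, Tmem181b-ps and Gm17167; with no library set in the model or with the replicate block for Rnd2, Tmem181b-ps and Gm17167; and with ComBat-seq, without a filter or without ArcC5a+ replicate F1, M1 or M3 for Rnd2. Loss of C5ar1 gave 0 genes higher and 10 lower in ArcC5aR1KO than in Arc mice at 2.7 months, 0 and 6 at 5 months, 3 and 8 at 7 months, and 0 and 2 at 10 months. Many more genes had an unadjusted p under 0.05 in edgeR's test, from 443 at 10 months to 1314 at 2.7 months of 18962 tested for ArcC5aR1KO against Arc. For ArcC5a+ against Arc these numbers ran from 973 at 5 months to 2250 at 7 months. The difference between ArcC5a+ and Arc mice changed from 7 to 10 months for 97 genes, 48 upward and 49 downward. With no library set in the model edgeR called 0 genes (860 genes at an unadjusted p under 0.05). The replicate block, which here joined mice of one label across ages in place of library set and sex, also gave 0 (846). Of 20 other splits of the same mice, 1 called 1101 genes. For the difference between ArcC5aR1KO and Arc mice edgeR called 0 genes (1158 at an unadjusted p under 0.05), DESeq2 6 and limma-voom 0.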

Each cluster contains distinct subsets of complement pathway (CP) genes, as well as distinct subsets of astrocyte-associated (Ast) [19], Arc microglia-associated (Arc Mic) [18], and AD-associated genes elevated in the 5xFAD mouse model with pathology (5xFAD up) [36] (Fig. 2C and Additional file 1: Fig S5B, C). 

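C5ar1, which encodes the receptor for C5a (ENSMUSG00000049130.6, chromosome 7 of mm10 from 16246743 to 16259540), rose with the Arctic transgene and was lowest where it had been deleted. In the hippocampus of Arc mice its level was 1.91 ± 1.49 TPM (SD, n = 6) at 2.7 months, 1.95 ± 1.18 TPM (SD, n = 10) at 5 months, 3.03 ± 1.65 TPM (SD, n = 8) at 7 months and 1.70 ± 1.02 TPM (SD, n = 8) at 10 months. WT mice had 0.783, 0.572, 0.880 and 0.734 TPM at these ages. The log2 difference between Arc and WT was 1.37 (standard error 0.24, adjusted p = 9.69e-05) at 5 months and 1.88 (adjusted p = 9.99e-08) at 7 months. It was 1.06 (adjusted p = 0.0867) at 2.7 months and 1.34 (adjusted p = 0.0201) at 10 months. Over all ages C5aR1KO mice had 0.361 ± 0.246 TPM (SD, n = 31) and ArcC5aR1KO mice 0.411 ± 0.242 TPM (SD, n = 29), from 272 and 268 counts in all libraries together, so that reads at this gene stayed detectable. ArcC5aR1KO fell below Arc by 2.19 on the log2 scale at 5 months (adjusted p = 3.11e-05) and by 3.35 at 7 months (adjusted p = 1.79e-10). The difference was -1.31 (adjusted p = 0.153) at 2.7 months and -1.72 (adjusted p = 1.00) at 10 months. In the hippocampus, neighbours of C5ar1 on chromosome 7 made up most other calls of the knockout. Without the Arctic transgene 15 genes differed between C5aR1KO and WT mice at 5 months, and 11 of them lay within 20 Mb of C5ar1 (Fisher's exact test against all tested genes, p = 1.35e-15), where 2.35% of tested genes lie. They included Calm3, a calmodulin gene, at 0.77 (adjusted p = 0.00310), the centriole component gene Ccdc61 at -1.22 (adjusted p = 4.35e-07) and the zinc finger gene Zfp109 at -1.29 (adjusted p = 6.48e-04). At 7 months 8 of 11 genes called between ArcC5aR1KO and Arc mice lay there. Among them were the biliverdin reductase gene Blvrb at 0.60 (adjusted p = 1.66e-06), the innate immunity gene Pglyrp1 at -0.98 (adjusted p = 0.00320) and the DNA repair helicase gene Ercc2 at -0.71 (adjusted p = 0.00112). Some calls of these genes did not hold in other fits, with only the compared groups fitted for C5ar1 in ArcC5aR1KO against Arc at 5 months, Calm3, Zfp109, Pglyrp1 and Ercc2; with no library set in the model for Calm3, Zfp109, Blvrb, Pglyrp1 and Ercc2; and without library sets 5-C and 5-D (chosen after seeing the data) for C5ar1 in Arc against WT at 5 months and Zfp109.

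**Figure D1:**
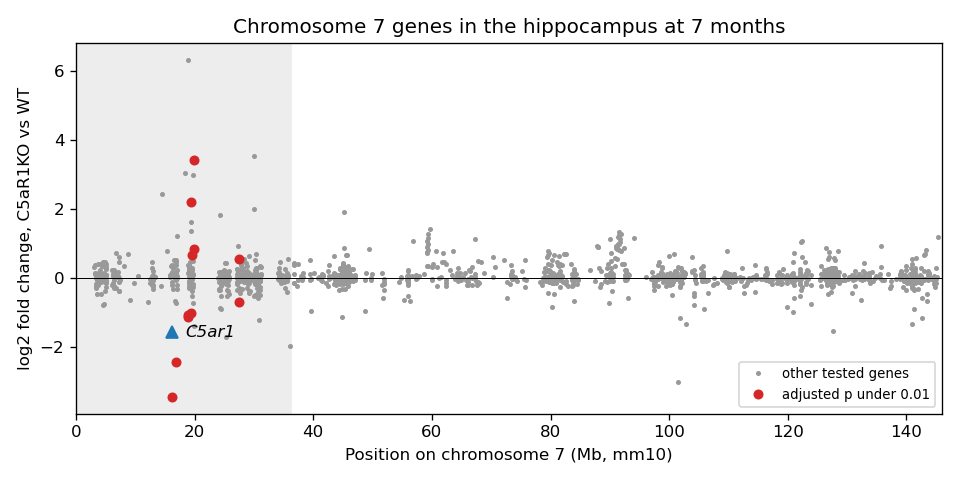
Each point is a tested gene of chromosome 7 in the hippocampus at 7 months, placed by its position (Mb, mm10) and its log2 fold change of C5aR1KO against WT (n = 8 per group). Large red points are genes at an adjusted p under 0.01, the triangle is C5ar1, and the shaded part lies within 20 Mb of C5ar1 and holds 11 of the 12 genes called at this age.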

Expression of the C5ar1 gene was induced in Arc relative to WT as early as 2.7 months and increased more dramatically at 5 and 7 months, while was lowest (essentially non detectable) in the C5aR1KO and ArcC5aR1KO cohorts, confirming its genetic ablation (Fig. 2D). Expression of C5ar2 was also decreased in the C5aR1KO and ArcC5aR1KO cohorts, consistent with previous studies showing a correspondence in expression of those genes [37, 38], but strongly induced in the ArcC5a+ particularly at 10 months. 

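C5ar2, the gene of the second C5a receptor (ENSMUSG00000074361.10, chromosome 7 of mm10 from 16234585 to 16244154), fell in the knockout lines. In ArcC5aR1KO against Arc hippocampus the log2 difference was -3.35 (standard error 0.50, adjusted p = 2.09e-04) at 5 months, -2.14 (adjusted p = 0.00535) at 7 months and -4.37 (adjusted p = 0.00354) at 10 months, and -2.32 (adjusted p = 0.0394) at 2.7 months. In C5aR1KO against WT mice it was -2.71 (adjusted p = 9.73e-04), -2.84 (adjusted p = 0.00831), -3.44 (adjusted p = 8.85e-05) and -2.94 (adjusted p = 0.0580) at the 4 ages. Of the calls of ArcC5aR1KO against Arc, those at 5, 7 and 10 months did not hold with only the compared groups fitted for 5 months, 7 months and 10 months; with no library set in the model for 7 months; and without the libraries that stand apart (chosen after seeing the data) for 10 months. Those of C5aR1KO against WT did not hold with only the compared groups fitted for 2.7 months, 5 months and 7 months; and with no library set in the model, with ComBat-seq or in DESeq2 for 5 months. C5ar2 rose in Arc over WT mice at 10 months, by 2.16 (standard error 0.48, adjusted p = 0.00253) in edgeR's test. Arc replicate F2 of that age had 2.71 TPM (others at most 1.25) and ArcC5a+ replicate M3 1.95 TPM (others at most 0.76), both among the libraries that stand apart in their profile. Without those libraries, a fit chosen after seeing the data, the difference between Arc and WT was 1.29 (adjusted p = 0.0131). Its level at that age was 0.168 ± 0.0927 TPM (SD, n = 8) in WT, 0.816 ± 0.841 TPM (SD, n = 8) in Arc, 0.880 ± 0.625 TPM (SD, n = 5) in ArcC5a+ and 0.279 ± 0.116 TPM (SD, n = 7) in C5a+ mice. ArcC5a+ differed from Arc by 0.27 (standard error 0.51, adjusted p = 0.875) at 10 months, and by 0.02 to 0.22 at the younger ages. C5a+ differed from WT by 0.68 (adjusted p = 0.836) at 10 months. Counts were few, with 140 over all 10-month ArcC5a+ libraries and 290 over those of Arc.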

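The effect of the Arctic transgene was larger in the hippocampus than in the cortex. At 7 months the signed log2 difference between Arc and WT mice was larger in hippocampus for 125 of 19526 genes and smaller for 2. The test was of the difference between the tissues itself (n = 8 per group). Both tissues came from the same mice, and this test took them as separate samples. A limma-voom fit with the mouse as a random effect called more genes at 5 and 10 months. The calcium-binding protein gene S100a6 exceeded its cortical difference by 1.28 (standard error 0.14, adjusted p = 1.55e-09) on the log2 scale, the inhibitory Fc receptor gene Fcgr2b by 1.66 (adjusted p = 2.47e-09), the phosphatase gene Inpp5d by 1.13 (adjusted p = 2.10e-05) and the lysosomal gene Cd68 by 1.08 (adjusted p = 4.43e-05). Of 25 lysosomal genes 9 had a larger difference in hippocampus and 0 a smaller one (14 larger when adjusted over the list alone). The same held for 9 of 14 homeostatic microglia genes (11 over the list alone) and 5 of 26 phagosome genes (15 over the list alone). At 5 months 35 genes had a larger difference in hippocampus and 0 a smaller one, among them C1qb, a chain of the C1q recognition protein, at 0.98 (adjusted p = 2.19e-05) and the cathepsin gene Ctss at 1.11 (adjusted p = 1.85e-05). At 2.7 months 1 gene was larger and 1 smaller, and at 10 months 7 and 0. With no library set in the model 14 genes in all passed at 7 months and 4 at 5 months. Without library sets 5-C and 5-D, a fit chosen after seeing the data, edgeR called 0 at 5 months (696 at an unadjusted p under 0.05), where DESeq2 with all library sets called 62. Of the genes named here, calls were lost with no library set in the model for S100a6 at 7 months, Inpp5d at 7 months, Cd68 at 7 months and C1qb at 5 months; and without library sets 5-C and 5-D (chosen after seeing the data) for C1qb at 5 months and Ctss at 5 months. For the effect of losing C5ar1, ArcC5aR1KO minus Arc at 7 months, edgeR found 0 genes that differed between the tissues (683 at an unadjusted p under 0.05), DESeq2 7 and limma-voom 0. For the effect of C5a overexpression, ArcC5a+ minus Arc at 10 months, the counts were 0 (1349 unadjusted), 14 and 0. A limma-voom fit with the mouse as a random effect called 0 and 92 genes for these effects. In the cortex alone, DAM genes were lower in ArcC5aR1KO than in Arc mice at 7 months, with 1 of 29 members called and 15 when adjusted over the list alone. Their median log2 difference was -0.43 (camera, adjusted p = 2.49e-21, and adjusted p = 0.0160 with an estimated correlation).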

The ArcC5a+- and ArcC5aR1KO-dependent expression changes in Rc6, Rc7, and Rc1 were more abundant in the hippocampus compared to cortex, correlating with the relative density of amyloid pathology in the Arc mice (Additional file 1: Fig S6C), and thus suggesting synergy/interaction between the presence of amyloid plaques and C5aR1 signaling. Thus, we focused our analysis of RNA-seq on the hippocampus, where pathology is consistently more pronounced.

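Complement genes rose together in the Arc hippocampus. Of 24 complement genes tested, 7 were higher in Arc than in WT mice at 2.7 months (9 when adjusted over the list alone), 10 at 5 months (12), 14 at 7 months (16) and 13 at 10 months (15). None was lower at any age. With only the Arc and WT libraries fitted, edgeR called 0 of them at 2.7 months, and DESeq2, with all genotypes, 7. The list's median log2 difference was 0.43, 0.85, 0.94 and 1.32 at these ages (camera at 7 months, adjusted p = 3.34e-26, and adjusted p = 1.35e-06 with an estimated correlation). At 7 months the members with the smallest p-values were C1qa, a chain of the C1q protein that starts the classical pathway, at 2.54 (standard error 0.12, adjusted p = 4.54e-21) and the C3a receptor gene C3ar1 at 3.03 (standard error 0.16, adjusted p = 3.62e-20). They were followed by Itgb2, the beta chain of complement receptors CR3 and CR4, at 2.69 (standard error 0.14, adjusted p = 3.76e-20) and C1qb at 2.41 (standard error 0.13, adjusted p = 9.98e-20). Between ArcC5aR1KO and Arc mice at 7 months, 2 of the 24 were lower, C5ar1 and its neighbour C5ar2, and 0 were higher (2 and 0 over the list alone). The median log2 difference of the list was -0.09 there (camera, adjusted p = 0.00558, and adjusted p = 0.413 with an estimated correlation). C1qa and C3ar1 stood at -0.02 (adjusted p = 1.00) and -0.11 (adjusted p = 0.987) in that comparison. Each group had 8 libraries at 7 months. At this size edgeR recovered 82% of genes raised or lowered 1.5-fold in simulated counts. Those counts held no library set effect and no correlation between genes, so the share may be lower in the real libraries.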

Expression of genes of some of the early complement pathway components were induced in Arc mice with a peak at 7 months of age and suppressed in the absence of C5ar1. Notably, cluster Rc6 contained most of the complement genes identified using maSigPro including C1qa, C1qb, C1qc (known to be coordinately expressed) [39, 40], and C4b (designation for the mouse C4 gene), as well as the receptor for the C3a activation fragment, C3ar1, and the inhibitor Serping1 (inhibitor of C1, as well as bradykinin formation), all of which showed higher expression in the Arc mice at 5 months and increasing with age (Fig. 2D). 

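At 2.7 months several complement genes were already higher in Arc (n = 6) than in WT (n = 7) hippocampus. C4b, which encodes the C4 protein cleaved by the classical pathway, rose by 1.02 (standard error 0.13, adjusted p = 1.03e-05) on the log2 scale and C3ar1 by 0.99 (standard error 0.16, adjusted p = 3.56e-04). The 3 chains of C1q rose by less, C1qa by 0.60 (adjusted p = 6.42e-06), C1qb by 0.58 (adjusted p = 1.93e-05) and C1qc by 0.46 (adjusted p = 0.00579). Itgam, the alpha chain of CR3, rose by 0.39 (adjusted p = 0.00756). With only the Arc and WT libraries fitted, 4 genes in all passed at this age, none of these 6 among them, with C4b at 0.99 (adjusted p = 0.0336), C1qa at 0.60 (adjusted p = 0.0435) and C3ar1 at 0.98 (adjusted p = 0.201). C1qc also did not pass with no library set in the model, nor Itgam with no library set in the model, without a filter or with the replicate block. Serping1, which encodes the C1 inhibitor, was at 0.42 (adjusted p = 0.591), and C3, the central component of the cascade, at 0.49 (adjusted p = 0.712), and neither passed the test. C3 was at 1.02 (adjusted p = 0.0318) at 5 months and rose by 2.14 (standard error 0.27, adjusted p = 2.48e-08) at 7 months and 2.49 (adjusted p = 2.03e-09) at 10 months. Of the 6 Arc libraries at 2.7 months 1 came from a female, and sex was a covariate.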

The earliest upregulated complement related genes in Arc relative to WT were C5aR1, C4b, Serping1 and C3 as well as C1q, and C3ar1 at 2.7 months of age. 

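C1q genes rose with the Arctic transgene in each C5aR1 and C5a background. In ArcC5aR1KO against C5aR1KO hippocampus C1qa was higher by 1.58 (standard error 0.18, adjusted p = 3.19e-09) at 5 months and 2.48 (adjusted p = 1.42e-20) at 7 months, and in ArcC5a+ against C5a+ by 1.45 (adjusted p = 2.09e-08) and 1.99 (adjusted p = 1.90e-17). The differences in C1qc were 1.55 (adjusted p = 9.03e-09) and 2.18 (adjusted p = 1.73e-19) in the knockout and 1.33 (adjusted p = 3.02e-07) and 2.06 (adjusted p = 2.51e-18) with C5a overexpression. C4b rose by 1.88 (adjusted p = 4.92e-08) at 5 months and 2.70 (adjusted p = 1.28e-16) at 7 months in Arc over WT. ArcC5aR1KO differed from Arc by 0.17 (standard error 0.24, adjusted p = 0.881) and -0.08 (standard error 0.16, adjusted p = 1.00) at these ages. Serping1 was at 0.41 (adjusted p = 0.212) at 5 months and rose by 1.25 (adjusted p = 5.68e-08) at 7 months, with differences of ArcC5aR1KO from Arc of -0.02 (standard error 0.18, adjusted p = 0.988) and -0.24 (standard error 0.16, adjusted p = 0.901). None of the differences of ArcC5aR1KO from Arc in C4b or Serping1 passed the test at any of the 4 ages. The change of these differences from 7 to 10 months was 0.01 (adjusted p = 1.00) for C4b and 0.22 (adjusted p = 0.898) for Serping1. Within its own background, against C5aR1KO, ArcC5aR1KO had higher C4b by 2.55 (adjusted p = 8.15e-16) and higher Serping1 by 0.97 (adjusted p = 1.93e-05) at 7 months.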

While C1q was robustly upregulated in all Arc genotypes, consistent with the rapid increase in multiple other injury models, increases in expression of the genes for C4 (required for synaptic pruning), Factor H and Serping1 were slower in the ArcC5aR1KO as seen in the previous analysis of isolated microglia in this model [18]. Interestingly, delayed increases in these components were also seen in ArcC5a+, but by 10 months expression levels of these genes reached or surpassed that seen in the Arctic.

Additional changes in expression of complement genes were driven by transgene overproduction of C5a. 

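Itgax, the alpha chain of CR4 and a marker of plaque-associated microglia, moved from a log2 difference between ArcC5a+ and Arc hippocampus of -0.88 at 7 months to 0.64 at 10 months. This change of 1.57 (standard error 0.29, adjusted p = 7.14e-04) passed the test of the change itself, while neither difference passed on its own (adjusted p = 0.0605 and 0.536). It did not pass in other fits, at adjusted p = 0.450 without the library set, 0.796 with the replicate block and 0.276 with only the 2 groups fitted. Itgam went from -0.41 (adjusted p = 0.240) to 0.34 (adjusted p = 0.534), a change of 0.77 (standard error 0.23, adjusted p = 0.0393). Serping1 was at -0.45 (adjusted p = 0.225) at 7 months and 0.03 (adjusted p = 0.973) at 10 months. Masp1, a protease of the lectin pathway, and C1ra, the protease that C1q carries, were at 0.02 (adjusted p = 0.989) and 0.09 (adjusted p = 0.941) at 10 months. Of 24 complement genes 1 had an upward change from 7 to 10 months and 0 a downward one (5 and 1 when adjusted over the list alone). Against WT, Arc mice stood at 0.68 (adjusted p = 1.22e-04) for Masp1 and 0.58 (adjusted p = 0.0102) for C1ra at 7 months, and at 0.27 (adjusted p = 0.558) and 0.44 (adjusted p = 0.566) at 2.7 months. Itgax was at 1.32 (adjusted p = 0.138) at 2.7 months and rose by 4.67 (standard error 0.37, adjusted p = 1.29e-13) at 5 months. The 10-month groups held 5 ArcC5a+ and 8 Arc libraries, and 1 ArcC5a+ and 2 Arc libraries of that age stood apart from the others on the first principal component.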

Complement genes Masp1 and C1ra, regulators Cfh and Serping1, and the α chains Itgam (CD11b) and Itgax (CD11c) of CR3 and CR4, respectively, were upregulated early by the presence of the Arctic APP transgene but showed increased expression in the ArcC5a+ hippocampus at 10 months (Fig. 2D). Thus, the expression of individual complement genes may be orchestrated to fit the local environment with the knockout of C5aR1 and the overexpression of C5a affecting the level and time of induction of genes that act in multiple arms of the complement cascade, including complement factors, receptors, and inhibitors (Fig. 2E).

### C5aR1 ablation may delay microglial switch from disease mitigating to disease enhancing

To understand the effects of C5a–C5aR1 signaling on gene expression in AD, changes in expression of genes found in the current bulk RNA analysis were compared to our previous reports of microglia isolated from combined cortex and hippocampus from Arc and ArcC5aR1KO at the same ages [18], to those known to be associated with AD pathology progression in the 5xFAD mice model [36], and to human AD genes, such as Cd33, Trem2, Tyrobp, Inpp5d, and S100a6 [41–44] (Fig. 2C, right and Additional file 1: Fig S5B). Most of the genes upregulated in previously assessed microglia isolated from the Arc mice were part of clusters Rc6 (80 genes) and Rc7 (15 genes), which are linked to inflammation and cholesterol metabolism, respectively (Fig. 2C). Similarly, most of the genes upregulated in the brain of the 5xFAD mouse model were part of Rc6 (306 genes) and Rc7 (105 genes). While many genes were upregulated with accumulation of amyloid regardless of C5a–C5aR1 status, human AD genes Cd33, Trem2, Tyrobp and Cst7 (Fig. 3A) showed increased expression in the Arc cohort with a peak at 7 months of age. However, the ArcC5aR1KO the expression increased at a lower rate and did not peak until 10 months of age. 

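Genes of reactive microglia were among those that rose most with the Arctic transgene. Against WT, 68 genes were higher and 11 lower in Arc hippocampus at 2.7 months, 389 and 23 at 5 months, 1015 and 159 at 7 months, and 687 and 74 at 10 months. Cst7, a cysteine protease inhibitor of phagocytes, had the largest rise at 7 months, 8.42 (standard error 0.24, adjusted p = 8.64e-30), with 4.74 (adjusted p = 1.61e-11) at 2.7 months, 7.27 (adjusted p = 4.22e-22) at 5 months and 8.11 (adjusted p = 9.31e-22) at 10 months. Trem2, a microglial lipid receptor linked to human AD, was higher by 0.72 (adjusted p = 5.20e-05), 2.23 (adjusted p = 6.10e-17), 3.21 (adjusted p = 1.98e-24) and 3.01 (adjusted p = 2.87e-16) at the 4 ages. With only these 2 groups fitted, 4 genes in all passed at 2.7 months, Cst7 among them at 4.73 (adjusted p = 7.68e-04) and Trem2 not, at 0.73 (adjusted p = 0.0194). The adaptor of Trem2, Tyrobp, was higher by 0.71, 2.09, 3.11 and 2.86, all past the test in the fit of all genotypes. The inhibitory receptor gene Cd33 was higher by 1.00, 1.49 and 1.18 from 5 months on, each past the test, and by 0.10 (adjusted p = 0.855) at 2.7 months. Between ArcC5aR1KO and Arc mice at 7 months the differences were -0.36 (standard error 0.13, adjusted p = 0.428) for Cst7, -0.13 (adjusted p = 0.965) for Trem2, -0.13 (adjusted p = 0.965) for Tyrobp and -0.23 (adjusted p = 0.901) for Cd33. At 10 months they were 0.10 (adjusted p = 1.00), 0.00 (adjusted p = 1.00), -0.15 (adjusted p = 1.00) and 0.07 (adjusted p = 1.00). None passed the test. The change of the difference from 7 to 10 months was 0.45 (standard error 0.27, adjusted p = 0.818) for Cst7, 0.14 (adjusted p = 0.908) for Trem2 and 0.31 (adjusted p = 0.830) for Cd33. Other genes with large rises at 7 months were Clec7a, a receptor for glucans, at 6.37 (adjusted p = 7.50e-24) and the chemokine genes Ccl3 at 5.86 (adjusted p = 4.54e-21) and Ccl4 at 5.58 (adjusted p = 3.69e-21). Hcar2, the receptor of nicotinic acid, at 5.58 (adjusted p = 3.99e-14), the immune checkpoint gene Pdcd1 at 5.49 (adjusted p = 2.66e-15) and the gene model Gm49339 at 7.19 (adjusted p = 3.88e-09) also rose. The largest falls were in the claudin gene Cldn22, by 1.91 on the log2 scale, Ttn, which encodes titin, by 1.18, the gene model Gm14703 by 0.98 and the interneuron peptide gene Cort by 0.95. These falls did not pass with no library set in the model for Cldn22, Ttn, Gm14703 and Cort; and with ComBat-seq, without a filter, with only the compared groups fitted or with the replicate block for Gm14703.

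**Figure D2:**
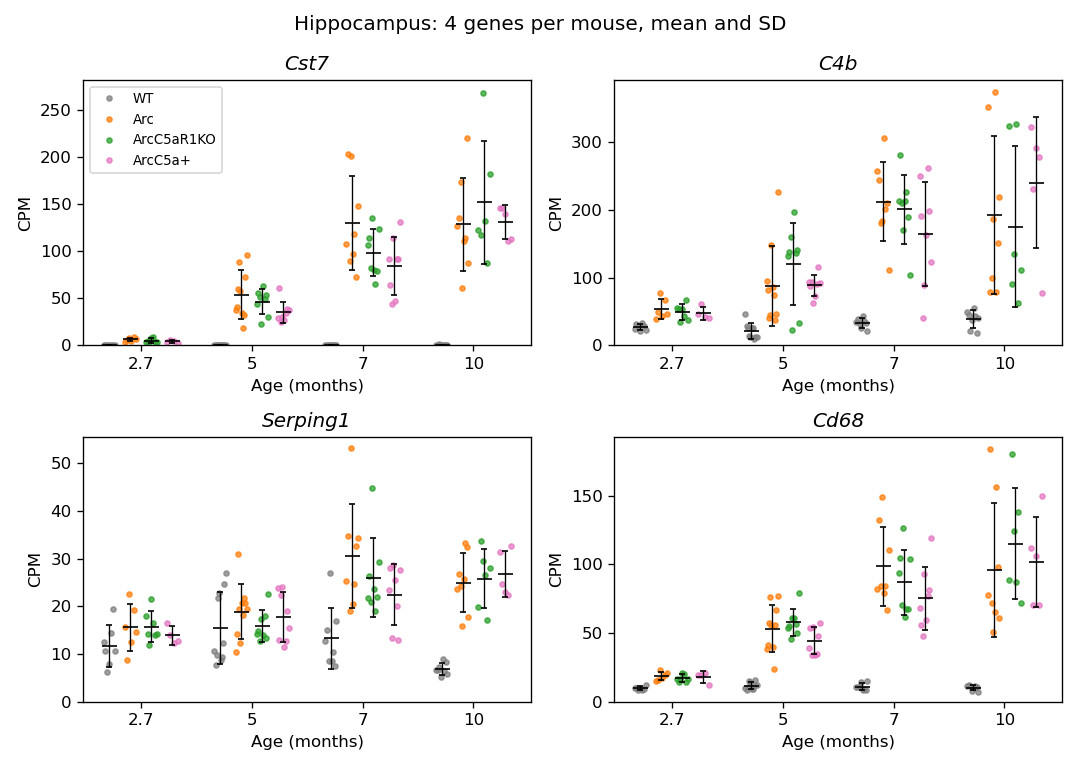
CPM of Cst7, C4b, Serping1 and Cd68 (vertical axes) by age in months (horizontal axes) in the hippocampus of WT, Arc, ArcC5aR1KO and ArcC5a+ mice, where each point is a mouse and the black lines are the mean and SD of each group. The Arc genotypes lie above WT at each age for Cst7 and from 5 months on for Cd68, and overlap with each other at each age.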

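Inpp5d encodes the lipid phosphatase SHIP1 of microglia. In Arc against WT hippocampus it was at 0.23 (adjusted p = 0.283) at 2.7 months and rose by 0.68 (standard error 0.16, adjusted p = 0.00507) at 5 months, 1.60 (adjusted p = 2.76e-14) at 7 months and 0.91 (adjusted p = 0.00484) at 10 months. It did not pass with no library set in the model for 5 months and 10 months; with the replicate block for 5 months; and without a filter for 10 months. ArcC5aR1KO mice differed from Arc mice by -0.05 (standard error 0.09, adjusted p = 0.947), 0.11 (adjusted p = 0.900), -0.18 (adjusted p = 0.901) and 0.00 (adjusted p = 1.00) at the 4 ages. In ArcC5a+ mice the difference from Arc was -0.27 (adjusted p = 0.345) at 7 months and 0.62 (adjusted p = 0.351) at 10 months, a change of 0.90 (standard error 0.24, adjusted p = 0.0216). None of these differences from Arc mice passed the test.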

Inpp5d, whose expression is increased in human LOAD, showed lower expression at all ages in the ArcC5aR1KO (Fig. 3A and Additional file 1: Fig S5B). It has been shown that Inpp5d expression increases in early stages of AD in Japanese patients, is positively correlated with plaque load in LOAD [45] and increases with progression of disease in the 5xFAD mouse model [46]. Similarly, S100a6 is upregulated in patients with AD, as well as AD mouse models [47]. Stat3 has been associated with worsening cognitive decline in the 5xFAD mice [48]. Thus, C5ar1 deletion either delayed or prevented the expression of several genes upregulated in the Arctic and 5xFAD mouse models and human AD. 

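The calcium-binding protein gene S100a6 rose in Arc over WT hippocampus by 1.63 (standard error 0.11, adjusted p = 4.49e-16) at 7 months and 1.74 (adjusted p = 9.00e-08) at 10 months, and the transcription factor gene Stat3 by 0.66 (standard error 0.07, adjusted p = 2.48e-10) and 0.67 (adjusted p = 2.54e-04). ArcC5aR1KO mice differed from Arc mice by -0.22 (adjusted p = 0.706) in S100a6 and -0.06 (adjusted p = 0.986) in Stat3 at 7 months. The lowest Stat3 value relative to Arc was at 2.7 months, -0.44 (standard error 0.17, adjusted p = 0.641). All 7 AD-associated genes named in the paper's text, Cd33, Trem2, Tyrobp, Inpp5d, S100a6, Cst7 and Stat3, were higher in Arc than in WT mice at 7 months (7 when adjusted over the list alone). The paper reports them from these libraries, so this direction is not independent evidence. Between ArcC5aR1KO and Arc mice 0 were called lower and 0 higher at 7 months by edgeR (0 and 0 over the list alone). Of the 7, 0 had a positive difference, and the median was -0.18 (camera, adjusted p = 0.00558, and adjusted p = 0.413 with an estimated correlation). Within the knockout background, ArcC5aR1KO against C5aR1KO, 7 of 7 were higher at 7 months and 6 at 10 months.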

In summary, eliminating C5ar1 in the Arctic AD model results in a decrease or delay of expression of many, but not all, reactive glial genes associated with AD in human or mouse models, indicating a separation between those genes induced by amyloid plaques (or other sources of “damage”) and those requiring the C5a–C5aR1 signaling.

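Microglial activation genes of the hippocampus rose with the Arctic transgene whether or not C5ar1 was present. Of 29 DAM genes, 9 were higher in Arc than in WT mice at 2.7 months, 20 at 5 months, 26 at 7 months and 24 at 10 months (15, 22, 28 and 25 when adjusted over the list alone). With only the Arc and WT libraries fitted, edgeR called 3 of them at 2.7 months, and DESeq2, with all genotypes, 10. In ArcC5aR1KO against C5aR1KO mice, with all genotypes fitted, the counts were 8, 21, 26 and 24 (15, 23, 27 and 25 over the list alone). Between ArcC5aR1KO and Arc hippocampus at 7 months 0 DAM genes were called by edgeR, 0 over the list alone. Their median log2 difference was -0.07 (camera, adjusted p = 0.00389, and adjusted p = 0.581 with an estimated correlation). The members with the smallest p there were Gpnmb, a glycoprotein of lipid-laden macrophages, at -0.52 (standard error 0.14, adjusted p = 0.128), the bone and cytokine protein gene Spp1 at -0.82 (standard error 0.29, adjusted p = 0.408) and, besides Cst7, Itgax at -0.46 (adjusted p = 0.664). The median change of this difference from 7 to 10 months was 0.21 over the 29 genes, 23 of them upward. Of these, 0 passed the test (0 over the list alone). Homeostatic microglia genes were higher in Arc than in WT hippocampus in 12 of 14 cases at 7 months (12 over the list alone). Among them was Csf1r, the receptor microglia need to survive, at 1.49 (adjusted p = 2.01e-18). In the cortex at 7 months the DAM list was lower in ArcC5aR1KO than in Arc mice, also with an estimated correlation. Those values are given above with the comparison of the tissues. From the lower or later expression of reactive glial genes in ArcC5aR1KO mice beside genes that rose regardless of C5ar1, the paper concludes that genes induced by plaques can be separated from those that require C5a–C5aR1 signaling.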

**Fig. 3:**
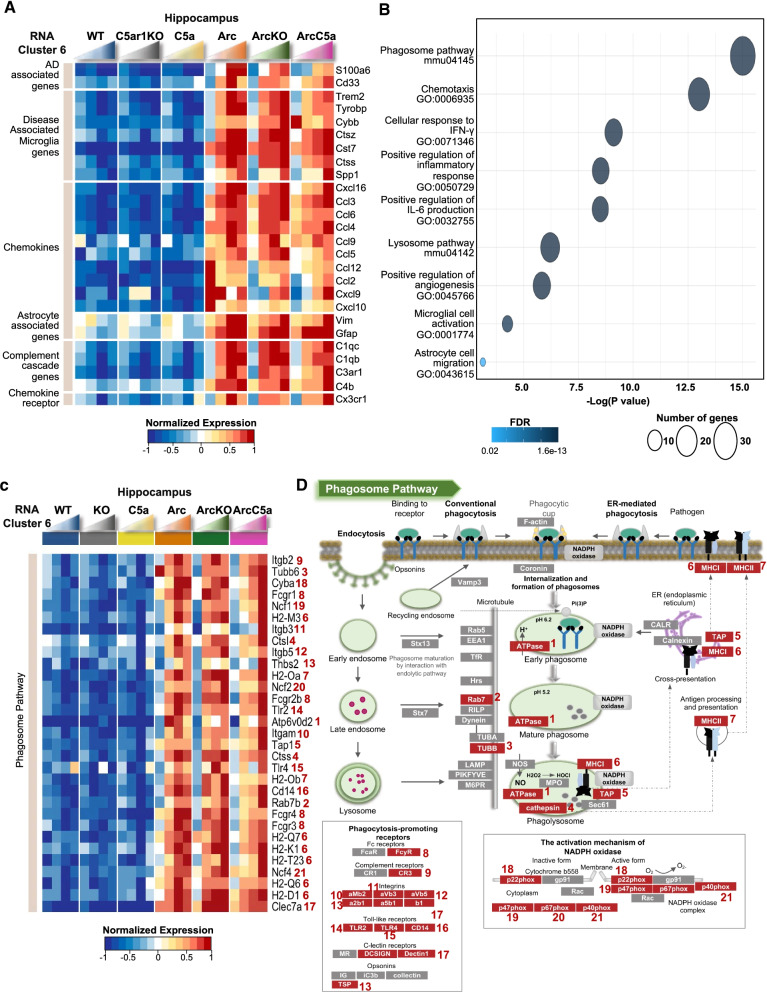
Delay and/or reduction of inflammation- and DAM-associated genes in the ArcticC5aR1KO hippocampus. **A** Heatmap of selected genes in the hippocampus present in RNA cluster 6. Genes were clustered based on AD study findings and molecular functions. RNA-seq data (TPM) is row-mean normalized. **B** Gene ontology (GO) and pathway enrichment analyses of genes present in Rc6. **C** Heatmap of genes enriched in Phagosome pathway (mmu04145) in the hippocampus. Numbers in front of gene names correspond to protein they encode, as seen in **D**. **D** Representative diagram of the Phagosome pathway (mmu04145) with select protein encoded by genes present in the panel **C** heatmap highlighted in red. *N* = 4–10 mice/genotype/age

### C5a–C5aR1 signaling influences astrocyte activation

While many of the above genes are considered predominantly microglial genes, given the evidence for altered astrocyte states in AD [19, 49, 50], we investigated the changes in expression of astrocyte-associated genes. Rc6 contained 18 astrocyte-associated genes, including pan-reactive astrocyte genes Lcn2, Osmr, Cd44, Vim, and Serpina3n and A1 reactive astrocyte genes Ggta1, H2-T23, Srgn, and Serping1 [19], whose expression was higher in the Arc cohort. 

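Reactive astrocyte genes rose in the Arc hippocampus. Of 13 pan-reactive genes, 8 were higher than in WT mice at 5 months, 10 at 7 months and 12 at 10 months (9, 10 and 12 when adjusted over the list alone). Among 11 A1 genes the counts were 6, 8 and 8 (8, 9 and 9 over the list alone). At 7 months the iron-binding protein gene Lcn2 was higher by 2.48 (standard error 0.56, adjusted p = 0.00140) (but not past the threshold with no library set in the model or with only the compared groups fitted), and the oncostatin M receptor gene Osmr by 2.00 (standard error 0.21, adjusted p = 4.48e-10). The hyaluronan receptor gene Cd44 rose by 1.53 (adjusted p = 6.58e-08), Vim, which encodes the filament protein vimentin, by 1.70 (adjusted p = 8.07e-13) and the serpin gene Serpina3n by 1.73 (adjusted p = 9.13e-10). Among A1 genes the glycosyltransferase gene Ggta1 rose by 1.96 (adjusted p = 3.18e-13), the MHC class I gene H2-T23 by 1.48 (adjusted p = 1.11e-08) and the proteoglycan gene Srgn by 1.3 (adjusted p = 9.02e-14). By 10 months Lcn2 was higher by 4.28 (adjusted p = 3.92e-07) and Cd44 by 2.16 (adjusted p = 2.50e-08). Of the A2 list 5 of 11 genes were higher at 7 months (5 over the list alone), the largest being the transglutaminase gene Tgm1 at 5.74 (adjusted p = 4.23e-11). Resting astrocyte genes were higher in 5 of 11 cases (5 over the list alone), including the water channel gene Aqp4 at 0.98 (adjusted p = 6.03e-09).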

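Between ArcC5aR1KO and Arc hippocampus no astrocyte gene of the pan-reactive or A1 list passed the test at 7 months. The pan-reactive genes had a median log2 difference of -0.25, with 3 of 13 positive (camera, adjusted p = 0.0178, and adjusted p = 0.581 with an estimated correlation). The A1 genes had a median of -0.05, with 5 of 11 positive (adjusted p = 0.803, and adjusted p = 0.970 with an estimated correlation). By edgeR's test the calls were 0 and 0 genes (0 and 0 when adjusted over the list alone). Pan-reactive genes with negative values included Lcn2, -1.03 (standard error 0.49, adjusted p = 0.692), the protease inhibitor gene Timp1, -0.69 (standard error 0.28, adjusted p = 0.530), Osmr, -0.37 (adjusted p = 0.807), and Vim, -0.28 (adjusted p = 0.735). Srgn was at -0.29 (standard error 0.10, adjusted p = 0.382) at 7 months and 0.36 (adjusted p = 1.00) at 10 months. At 2.7 months Cd44 was at -1.07 (standard error 0.38, adjusted p = 0.631), Osmr at -0.69 (adjusted p = 0.707) and Serpina3n at -0.43 (adjusted p = 0.707). In the knockout background, ArcC5aR1KO against C5aR1KO, 10 pan-reactive genes were higher at 7 months and 10 at 10 months (10 and 11 over the list alone).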

Ablation of C5ar1 reduced or delayed the activation of those genes (Additional file 1: Fig S5C), suggesting that C5ar1 deletion may reduce the activation of neurotoxic reactive astrocytes. 

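At 10 months the pan-reactive genes of ArcC5a+ against Arc hippocampus had a median log2 difference of 0.16, with 9 of 13 positive, and the A1 genes a median of -0.03, with 4 of 11 positive. No member passed edgeR's test over all genes or when adjusted over the list alone. Camera gave adjusted p = 0.678 and 0.471 (0.909 and 0.738 with an estimated correlation). Lcn2 was at 0.48 (standard error 0.54, adjusted p = 0.781), Osmr at 0.32 (adjusted p = 0.507), Cd44 at 0.24 (adjusted p = 0.776), Vim at -0.02 (adjusted p = 0.987), Serpina3n at 0.02 (adjusted p = 0.985), Ggta1 at 0.00 (adjusted p = 1.00) and H2-T23 at -0.31 (adjusted p = 0.628). At 7 months these differences had been -1.21 (adjusted p = 0.318) for Lcn2, -0.51 (adjusted p = 0.298) for Osmr and -0.57 (adjusted p = 0.0591) for Vim. The changes from 7 to 10 months were 1.71 (standard error 0.67, adjusted p = 0.131), 0.86 (standard error 0.31, adjusted p = 0.0963) and 0.56 (standard error 0.26, adjusted p = 0.215). Counting both lists, 0 pan-reactive and 0 A1 genes passed the test of this change (0 and 0 when adjusted over each list alone).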

Interestingly, overexpression of C5a led to increased expression of these pan-reactive and A1 genes at 10 months suggesting that an increase in C5a may lead to activation of primed reactive astrocytes, either directly or indirectly. 

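Gfap, the filament gene that marks reactive astrocytes, rose in Arc over WT hippocampus at each age, by 1.17 (standard error 0.19, adjusted p = 3.56e-04) at 2.7 months, 2.51 (adjusted p = 3.91e-10) at 5 months, 2.93 (adjusted p = 3.83e-17) at 7 months and 2.49 (adjusted p = 1.97e-08) at 10 months. It was not past the threshold at 2.7 months with only the Arc and WT libraries fitted (adjusted p = 0.267). The asparaginase gene Aspg rose by 3.10 (adjusted p = 2.03e-16) and the immunoproteasome gene Psmb8 by 1.75 (adjusted p = 4.20e-17) at 7 months. Relative to Arc, ArcC5aR1KO mice were at 0.02 (standard error 0.17, adjusted p = 1.00) for Gfap, 0.07 (standard error 0.17, adjusted p = 1.00) for Aspg and -0.09 (standard error 0.10, adjusted p = 0.986) for Psmb8 at 7 months. ArcC5a+ mice differed from Arc by -0.15 (adjusted p = 0.794), -0.32 (adjusted p = 0.471) and -0.21 (adjusted p = 0.418). Against C5aR1KO and C5a+ controls, Gfap was higher by 2.88 (adjusted p = 6.74e-17) in ArcC5aR1KO and by 2.60 (adjusted p = 2.57e-15) in ArcC5a+ mice. At 2.7 months Gfap and Aspg were at -0.49 (adjusted p = 0.641) and -0.90 (adjusted p = 0.641) in ArcC5aR1KO against Arc mice.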

GFAP (pan-reactive) and Aspg and Psmb8 (A1) were highly upregulated in the presence of amyloid plaques regardless of C5a–C5aR1 manipulation, indicating a subset of astrocyte genes that are responsive to insult, but not influenced by C5aR1 signaling (Additional file 1: Fig S5C). Assessing the microglial mediators of astrocyte activation, TNFα, IL1α and C1q [19, 51], we found that while IL1α was elevated at 5 months in the ArcC5aR1KO relative to Arc and ArcC5a+, TNFα expression was substantially delayed in ArcC5ar1KO, and C1qa-c were transcribed with the same temporal increase in response to plaque accumulation for all Arc genotypes (Fig. 2D, Additional file 1: Fig S5B, D). These findings indicate a complexity of astrocyte response mediators that are induced by different insults or injury and demonstrate that expression levels of some powerful mediators can be modulated by C5a–C5aR1 signaling.

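Il1a, the gene of interleukin 1 alpha, rose in Arc over WT hippocampus by 0.97 (standard error 0.23, adjusted p = 0.00522) at 5 months (but not past the threshold with no library set in the model, with only the compared groups fitted, with the replicate block or without library sets 5-C and 5-D (chosen after seeing the data)), 1.38 (adjusted p = 2.70e-05) at 7 months and 1.51 (adjusted p = 1.78e-05) at 10 months. At 5 months ArcC5aR1KO mice differed from Arc mice by 0.37 (standard error 0.23, adjusted p = 0.755) and ArcC5a+ mice by 0.31 (standard error 0.24, adjusted p = 0.972). Tnf, the gene of tumor necrosis factor, had too few counts to enter the test. At 5 months its level was 0.138 ± 0.0877 TPM (SD, n = 10) in Arc, 0.0675 ± 0.0320 TPM (SD, n = 8) in ArcC5aR1KO and 0.145 ± 0.127 TPM (SD, n = 8) in ArcC5a+ mice, from 27, 8 and 17 counts over all libraries of each group. At 7 months it was 0.239 ± 0.173 TPM (SD, n = 8), 0.269 ± 0.105 TPM (SD, n = 8) and 0.182 ± 0.0987 TPM (SD, n = 8), and at 10 months 0.186 ± 0.145 TPM (SD, n = 8), 0.142 ± 0.145 TPM (SD, n = 6) and 0.252 ± 0.213 TPM (SD, n = 5). WT mice had 0.0310 TPM at 5 months and 0.0500 at 7 months. No test was made between the Arc genotypes, whose Tnf levels lay within their spread at 7 and 10 months. Among C1q genes, C1qb was at -0.02 (adjusted p = 1.00) in ArcC5aR1KO and -0.19 (adjusted p = 0.573) in ArcC5a+ against Arc mice at 7 months.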

### Gene ontology analysis of Rc6 revealed reduced expression of inflammation- and DAM-associated genes in the ArcC5aR1KO mice

We performed gene ontology analysis to identify relevant biological processes and pathways associated with differentially expressed genes present in each maSigPro cluster. Expression of genes in Rc6 was higher in Arc mice and peaked in the hippocampus of the Arc cohort at 7 months. However, in the ArcC5a+ cohort, expression did not increase until 10 months of age. 

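As a set, microglial activation genes were lower in ArcC5a+ than in Arc mice at 7 months, and this did not pass at 10 months. Of 29 DAM genes 1 was lower in ArcC5a+ than in Arc hippocampus at 7 months and 0 was higher (6 and 0 when adjusted over the list alone). Their median log2 difference was -0.28 (camera, adjusted p = 4.93e-12, and adjusted p = 0.0494 with an estimated correlation; fry, adjusted p = 0.00490). The gene called was Gpnmb, which fell by 1.00 on the log2 scale (standard error 0.14, adjusted p = 4.68e-05), and which did not pass with only these 2 groups fitted, at -1.02 (adjusted p = 0.0243). Cst7 was at -0.59 (standard error 0.14, adjusted p = 0.0397) and the growth factor gene Igf1 at -0.51 (adjusted p = 0.0709). Homeostatic microglia genes had a median of -0.23, with 0 of 14 lower (5 over the list alone; adjusted p = 0.0537 with an estimated correlation). The median of phagosome genes was -0.32, with 0 of 26 lower (3 over the list alone; adjusted p = 0.0372 with an estimated correlation). At 10 months the DAM median was -0.08, with 0 lower and 0 higher (0 and 0 over the list alone; camera, adjusted p = 0.0895). The difference in Gpnmb changed from 7 to 10 months by 1.18 (standard error 0.26, adjusted p = 0.00541). With Itgax, Gpnmb was 1 of 2 DAM genes whose change passed the test (3 up and 2 down over the list alone). The change of Gpnmb did not pass in other fits, at adjusted p = 0.450 without the library set, 0.376 with the replicate block and 0.281 with only the 2 groups fitted, nor without a filter or without ArcC5a+ replicate F1 or F2, and edgeR called 0 genes at all without the library set, with the replicate block or with only the 2 groups fitted (860, 846 and 1815 at an unadjusted p under 0.05), against 211 in DESeq2. Against C5a+ controls, 17 DAM genes were higher in ArcC5a+ mice at 5 months, 24 at 7 months and 24 at 10 months (20, 27 and 24 over the list alone). Both groups had 8 libraries at 7 months. Markers of striatum, a neighbouring region, had higher values in ArcC5a+ at that age, by a median of 1.29 (0 of 7 called, 4 over the list alone; adjusted p = 0.273 with an estimated correlation).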

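The DAM genes with the smallest p-values in the Arc hippocampus at 7 months, besides Cst7, Trem2 and Tyrobp, were Cd68 and the chemokine gene Ccl6, which rose by 4.19 (standard error 0.16, adjusted p = 2.09e-24) over WT. Ctss, a cathepsin that processes antigens, rose by 0.71 (adjusted p = 3.24e-06) at 2.7 months, 1.69 (adjusted p = 4.12e-14) at 5 months, 2.47 (adjusted p = 2.26e-22) at 7 months and 2.44 (adjusted p = 2.73e-13) at 10 months. Cybb, the catalytic subunit of the phagocyte NADPH oxidase, rose by 1.91 (standard error 0.23, adjusted p = 3.21e-08) at 5 months, 2.53 (adjusted p = 2.89e-11) at 7 months and 3.55 (adjusted p = 3.68e-09) at 10 months. Spp1 rose by 1.61 (adjusted p = 2.17e-04), 3.66 (adjusted p = 3.91e-12) and 4.68 (adjusted p = 7.17e-09). In ArcC5a+ against Arc mice at 7 months Spp1 was at -1.13 (standard error 0.30, adjusted p = 0.0809), Ctss at -0.34 (adjusted p = 0.161) and Cybb at -0.36 (adjusted p = 0.523). At 10 months Spp1 was at 0.76 (adjusted p = 0.606), a change from 7 months of 1.82 (standard error 0.56, adjusted p = 0.0492).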

Rc6 was enriched for DAM genes, such as Trem2, Tyrobp, Cybb (gp91 of the NADPH oxidase), Cst7, Ctss, and Spp1 (Fig. 3A and C). 

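Chemokine genes had large positive differences in the Arc hippocampus at the youngest age, which the paper places before plaque deposition. Plaques were not measured in these data. At 2.7 months Cxcl10, a chemokine induced by interferon, rose in Arc over WT hippocampus by 3.68 (standard error 0.78, adjusted p = 0.00947) in edgeR's test of all genotypes (6 Arc and 7 WT libraries), but not with ComBat-seq, with only the compared groups fitted or with the replicate block. The monocyte chemokine genes Ccl12 and Ccl2 were at 3.47 (standard error 0.76, adjusted p = 0.0122) and 2.31 (standard error 0.76, adjusted p = 0.178). At 5 months they were at 1.98 (adjusted p = 5.27e-04), 1.92 (adjusted p = 9.36e-06) and 1.74 (adjusted p = 0.0600), and the calls were lost without library sets 5-C and 5-D (chosen after seeing the data) for Cxcl10 and Ccl12. The values were 2.98, 3.31 and 2.55 at 7 months and 3.25, 3.54 and 3.12 at 10 months, past the test for all 3 genes at 7 and 10 months. ArcC5aR1KO mice differed from Arc mice at 2.7 months by -1.86 (standard error 0.69, adjusted p = 0.641) in Cxcl10, -2.28 (standard error 0.69, adjusted p = 0.501) in Ccl12 and -1.48 (adjusted p = 0.718) in Ccl2. ArcC5a+ mice differed from Arc mice by -2.12 (adjusted p = 0.409), -1.94 (adjusted p = 0.433) and -1.47 (adjusted p = 0.620). None of these differences passed the test. Of 14 chemokine and cytokine genes 4 were higher in Arc than in WT mice at 2.7 months (8 when adjusted over the list alone, 1 with only these 2 groups fitted), and between ArcC5aR1KO and Arc mice 0 passed (0 over the list alone; median -0.15, adjusted p = 0.655 with an estimated correlation).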

Rc6 also contained inflammatory chemokine genes such as Ccl12, Ccl2, and Cxcl10 that were highly expressed in the Arc at 2.7 months before dropping and then slowly increasing. Neither ArcC5aR1KO nor ArcC5a+ expressed these genes at 2.7 months prior to plaques deposition. Additionally, gene ontology and pathway analysis showed enrichment for biological processes that are significant in the AD context, for instance regulation of inflammatory signaling including IFN-γ and IL-6 production, as well as microglial cell activation and lysosome pathway, all of which were delayed in the ArcticC5aR1KO cohort (Fig. 3B). Our results suggested that the ablation of C5ar1 delayed disease-enhancing activation genes without diminishing the disease-mitigating response to injury (Fig. 3C).

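Lysosomal, phagosome and interferon genes rose in the Arc hippocampus in nearly every case tested. At 7 months 22 of 25 lysosomal genes were higher than in WT mice (22 when adjusted over the list alone), 22 of 26 phagosome genes (23), 8 of 11 pattern recognition receptors (10) and 20 of 23 interferon response genes (22). Examples are the cathepsin gene Ctsz at 2.14 (adjusted p = 7.98e-20), the Fc receptor genes Fcgr3 at 2.14 (adjusted p = 2.61e-23) and Fcgr2b at 3.22 (adjusted p = 5.66e-23), and the interferon-induced GTPase gene Gbp3 at 1.34 (adjusted p = 9.22e-11). In ArcC5aR1KO against C5aR1KO mice at 7 months 22 lysosomal and 21 phagosome genes were higher (22 and 21 over the list alone). Between ArcC5aR1KO and Arc mice at 7 months no lysosomal, phagosome or interferon gene passed edgeR's test, alone or over all genes. The medians were -0.05 for lysosomal genes, -0.12 for phagosome genes and 0.25 for interferon genes, 22 of 23 of which had a positive difference (adjusted p = 0.829, 0.581 and 0.581 with an estimated correlation). The bacterial lipid receptor gene Cd14 had the smallest p of the phagosome genes, at -0.54 (standard error 0.15, adjusted p = 0.120). Interferon genes were already higher in Arc than in WT mice at 2.7 months, 2 over all genes and 22 over the list alone, with a median of 1.23 (adjusted p = 0.0164 with an estimated correlation). With only the Arc and WT libraries fitted, edgeR called 0 of them at 2.7 months, and DESeq2, with all genotypes, 8. Their median in ArcC5aR1KO against Arc mice was -0.30 at that age (adjusted p = 0.732 with an estimated correlation).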

### Gene ontology analysis of Rc7 revealed reduced expression of genes associated with lipid and cholesterol biosynthesis and metabolism in the ArcC5aR1KO mice and increased expression of genes of those genes in the ArcC5a+ mice

Rc7 mainly consisted of genes whose expression was increased in the Arc peaking at 7 months. 

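Of the 8 inflammation and cytokine genes that the paper places in this cluster, 8 were higher in Arc than in WT hippocampus at 7 months (8 when adjusted over the list alone), with a median log2 difference of 1.06, and 2 at 10 months (3 over the list alone; adjusted p = 0.314 with an estimated correlation). The study chose these genes on the same libraries, so their direction is not independent evidence. The largest rises at 7 months were those of Icam1, an adhesion molecule gene, at 1.9 (standard error 0.21, adjusted p = 1.37e-09), Tgfbr2, a receptor of TGF-beta, at 1.31 (standard error 0.12, adjusted p = 1.44e-12) and the microglial growth factor gene Csf1 at 1.28 (standard error 0.13, adjusted p = 7.96e-11). Genes of cholesterol biosynthesis rose less, with 6 of 20 higher at 2.7 months, 7 at 5 months, 11 at 7 months and 2 at 10 months (12, 10, 11 and 3 over the list alone). With only the Arc and WT libraries fitted, edgeR called 0 of them at 2.7 months, and DESeq2, with all genotypes, 7. At 7 months Fdft1, squalene synthase, was higher by 0.62 (standard error 0.07, adjusted p = 2.52e-09), Sqle, the epoxidase that follows it, by 0.48 (adjusted p = 7.17e-08) (but not past the threshold with no library set in the model), Fdps, farnesyl diphosphate synthase, by 0.56 (adjusted p = 1.43e-07) and the sterol dehydrogenase gene Nsdhl by 0.46 (adjusted p = 1.57e-06). Of 18 genes of cholesterol transport and its regulation 8 were higher at 7 months (9 over the list alone), among them the hydroxylase gene Ch25h at 3.12 (adjusted p = 3.29e-13) and the lysosomal carrier gene Npc2 at 1.04 (adjusted p = 8.39e-14).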

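Against C5aR1KO controls, ArcC5aR1KO hippocampus had 1 of the 8 genes Csf1, Icam1, Tnfrsf1b, Akna, Sbno2, Nrros, Jak3 and Tgfbr2 higher at 5 months, 8 at 7 months and 3 at 10 months (7, 8 and 4 when adjusted over the list alone). Their median log2 difference was 0.19, 0.66, 0.98 and 1.17 at the 4 ages. Genes of cholesterol biosynthesis were higher in 0 of 20 cases at 2.7 months, 6 at 5 months, 8 at 7 months and 0 at 10 months (5, 6, 9 and 0 over the list alone), with an adjusted p of 0.0150 at 7 months and 0.466 at 10 months with an estimated correlation. Whether these effects changed with age within the knockout background was not tested.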

While expression in the ArcC5aR1KO remained higher than C5aR1KO controls, it did not increase uniformly with age. 

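Between ArcC5a+ and Arc hippocampus at 10 months the 8 inflammation genes Csf1, Icam1, Tnfrsf1b, Akna, Sbno2, Nrros, Jak3 and Tgfbr2 had a median log2 difference of 0.42, with 7 of 8 positive and 0 called by edgeR (0 when adjusted over the list alone; camera, adjusted p = 0.313, and adjusted p = 0.807 with an estimated correlation). Sbno2, a corepressor in the IL-10 pathway, was at 0.81 (standard error 0.36, adjusted p = 0.417) and Akna, a centrosomal protein gene, at 0.84 (standard error 0.48, adjusted p = 0.542). At 7 months the median had been -0.29 with 0 of 8 positive (adjusted p = 0.0372 with an estimated correlation). The difference between ArcC5a+ and Arc mice moved upward from 7 to 10 months for all 8, by a median of 0.74. Of the 8, 0 passed the test of this change over all genes (4 over the list alone). The changes were 1.11 (standard error 0.35, adjusted p = 0.0537) for Akna, 1.09 (standard error 0.32, adjusted p = 0.0349) for Sbno2, 0.80 (standard error 0.25, adjusted p = 0.0479) for Tgfbr2 and 0.90 (standard error 0.31, adjusted p = 0.0752) for Tnfrsf1b. Genes of cholesterol biosynthesis had a median of -0.11 at 10 months, with 0 higher and 0 lower (none over the list alone; camera, adjusted p = 0.0394 downward, and adjusted p = 0.639 with an estimated correlation). The study chose the 8 genes on these libraries.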

Interestingly, genes in Rc7 were highly upregulated in the ArcC5a+ mice at 10 months compared to earlier ages and Arc and ArcC5aR1KO (Fig. 4A). 

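In ArcC5aR1KO against Arc hippocampus at 7 months the TNF receptor gene Tnfrsf1b was at -0.15 (adjusted p = 0.982), Icam1 at -0.36 (standard error 0.20, adjusted p = 0.828), Sbno2 at -0.30 (standard error 0.14, adjusted p = 0.664), Akna at -0.16 (adjusted p = 0.982), Csf1 at -0.03 (adjusted p = 1.00), Nrros, a regulator of latent TGF-beta in microglia, at -0.04 (adjusted p = 1.00), the kinase gene Jak3 at -0.13 (adjusted p = 0.976) and Tgfbr2 at -0.14 (adjusted p = 0.960). All 8 differences were negative, with a median of -0.14, and 0 passed edgeR's test (0 when adjusted over the list alone). As a set they were lower by camera with a preset correlation (adjusted p = 0.0178), and this was lost at adjusted p = 0.413 with an estimated correlation. The 8 genes were chosen by the study on these libraries.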

Rc7 also contained genes associated with inflammatory response, such as Csf1, Icam1, Tnfsf1b, Akna, Sbno2, and Nrros and cytokine signaling, such as Jak3 and receptor Tgfbr2, whose expressions were reduced in the absence of C5ar1. Gene ontology and pathway analysis showed enrichment for lipid metabolic processes, inflammatory response, and cholesterol biosynthesis, suggesting that those processes were induced by amyloid plaque challenge, but reduced upon C5ar1 deletion in the Arctic model at 7 months while upregulated at 10 months when C5a is overexpressed (Fig. 4A, B). 

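Cholesterol synthesis genes had small negative differences between ArcC5aR1KO and Arc hippocampus at the youngest age. At 2.7 months 20 of 20 had a negative difference, with a median of -0.18, and 0 passed edgeR's test over all genes (4 when adjusted over the list alone). Those were the sterol oxidase gene Msmo1 at -0.23 (standard error 0.06, adjusted p = 0.209), Sqle at -0.25 (standard error 0.06, adjusted p = 0.209), Fdps at -0.24 (adjusted p = 0.227) and the demethylase gene Cyp51 at -0.25 (adjusted p = 0.367). Camera called the list with a preset correlation (adjusted p = 1.06e-12) and not with an estimated one (adjusted p = 0.245 with an estimated correlation), and fry gave adjusted p = 0.0648. At 7 months the median was -0.04, with 0 of 20 lower (0 over the list alone; camera, adjusted p = 0.0182, and adjusted p = 0.626 with an estimated correlation). The smallest p-values at that age belonged to Ebp, a sterol isomerase gene, at -0.16 (standard error 0.07, adjusted p = 0.603) and Mvk, mevalonate kinase, at -0.16 (standard error 0.08, adjusted p = 0.673). The synthase gene Hmgcs1 was at -0.02 (adjusted p = 1.00). With C5a overexpression, ArcC5a+ against Arc at 10 months, Fdps was at -0.54 (standard error 0.19, adjusted p = 0.290). The lipase gene Lipa was at 0.01 (adjusted p = 1.00) in ArcC5aR1KO and -0.08 (adjusted p = 0.861) in ArcC5a+ against Arc mice at 7 and 10 months.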

Cholesterol cannot cross the blood–brain barrier, and thus almost all brain cholesterol is synthesized locally. Interestingly, many of these genes are also upregulated in the C5a+ in the absence of the APP transgene at 10 months of age. 

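In C5a+ against WT hippocampus at 10 months, with no APP transgene, the 20 genes of cholesterol biosynthesis had a median log2 difference of -0.11, with 5 positive, 0 called higher and 0 called lower by edgeR (none when adjusted over the list alone). Camera put the list lower than other genes with a preset correlation (adjusted p = 0.0234), which was lost at adjusted p = 0.401 with an estimated correlation. Members with the smallest p-values were Cyp51 at -0.27 (standard error 0.12, adjusted p = 0.512), the kinase gene Pmvk at -0.25 (adjusted p = 0.654), Fdft1 at -0.16 (adjusted p = 0.753) and the decarboxylase gene Mvd at -0.44 (adjusted p = 0.783). Among 18 genes of cholesterol transport and regulation 0 were higher and 0 lower (median -0.06; camera, adjusted p = 0.480). The 8 inflammation genes of the cluster had a median of 0.09, 6 of 8 positive and 0 called (camera, adjusted p = 0.557). There were 7 C5a+ and 8 WT libraries at this age, and 1 gene in all passed the test, Hc, with 1587 at an unadjusted p under 0.05. Without libraries of other genotypes that stand apart in their profile, a fit chosen after seeing the data, 169 genes passed, and DESeq2 called 16.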

Our results suggest that ablation of C5ar1 reduces brain cholesterol metabolic processes or the need for such processes, and that cholesterol metabolism in the brain may be partially influenced by high concentrations of C5a (Fig. 4C).

**Fig. 4:**
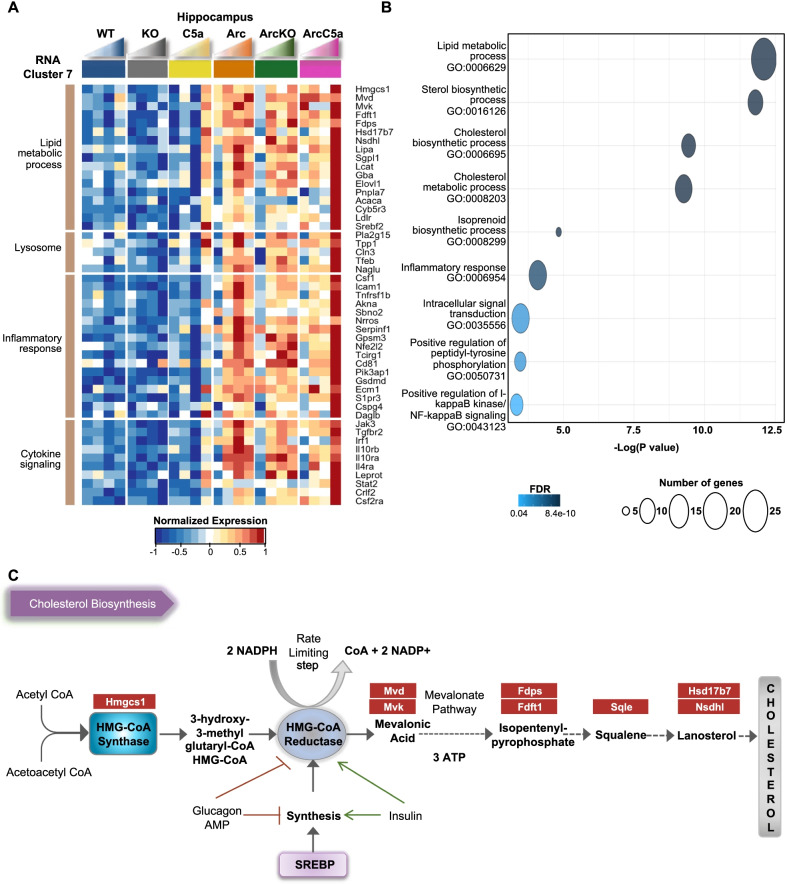
Reduced cholesterol biosynthesis-associated genes in the ArcticC5aR1KO hippocampus. **A** Heatmap of selected genes in the hippocampus present in RNA cluster 7. Genes were clustered based on biological processes and molecular functions. RNA-seq data (TPM) is row-mean normalized. **B** Gene ontology (GO) and pathway enrichment analyses of genes present in Rc7. **C** Representative diagram of the cholesterol biosynthesis pathway with genes present in the panel **A** heatmap highlighted in red. *N* = 4–10 mice/genotype/age

### C5a overexpression leads to increased expression of genes associated with synapse transmission and assembly

C5a has been shown to promote neuronal damage in vitro [8], although it plays a positive role in neurogenesis during early development [52]. We thus sought to explore effects of C5a overexpression in our mice in the presence and absence of amyloid pathology, given the accelerated behavior deficiency in the ArcC5a+ mice relative to the Arc at 10 months. In clusters 3 and 4, there was a general decrease with age in the Arc mice relative to the wild-type controls, except for a marked increase in ArcC5a+ mice at 10 months, but an even greater increase in gene expression in the C5a+ mice at 10 months in the absence of the amyloid transgene (Fig. 5A). 

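A few synaptic genes were lower in Arc than in WT hippocampus at 7 and 10 months when the library set was in the model. At 7 months 2 of 24 genes of the GABAergic synapse were lower and 0 higher (4 lower when adjusted over the list alone), Gphn, the anchor of inhibitory receptors, at -0.26 (standard error 0.06, adjusted p = 0.00290) and Abat, which degrades GABA, at -0.26 (standard error 0.07, adjusted p = 0.00981). The median was -0.18 (camera, adjusted p = 3.17e-04, and adjusted p = 0.107 with an estimated correlation). Of 27 synapse assembly genes 2 were lower (2 over the list alone; median -0.19, adjusted p = 0.110 with an estimated correlation), the adhesion genes Lrrn3 at -0.35 (adjusted p = 0.00144) and Lrrtm4 at -0.52 (adjusted p = 0.00172). The glutamate receptor gene Gria2 at -0.27 (adjusted p = 0.00589) and its scaffold Dlgap1 at -0.29 (adjusted p = 9.70e-05) fell among 19 glutamatergic genes (2 over the list alone; adjusted p = 0.107 with an estimated correlation). So did the channel genes Kcnip4 at -0.39 (adjusted p = 5.33e-05) and Kcnab1 at -0.28 (adjusted p = 1.83e-04) among 16 potassium channel genes (3 over the list alone; adjusted p = 0.145 with an estimated correlation). At 10 months Gad1, which makes GABA, was at -0.52 (adjusted p = 0.00145) and the receptor subunit gene Gabra5 at -0.50 (adjusted p = 0.00348). Each of these falls was lost in another fit, with no library set in the model for Gphn, Abat, Lrrn3, Lrrtm4, Gria2, Dlgap1, Kcnip4, Kcnab1, Gad1 and Gabra5; without a filter for Gphn, Abat, Gria2 and Gabra5; and with ComBat-seq or with only the compared groups fitted for Abat. Between ArcC5a+ and Arc mice at 10 months 22 of 24 GABAergic genes had a positive difference (median 0.23) and 26 of 27 synapse assembly genes (median 0.26). None of them was called over all genes or over the list alone, and camera's calls (adjusted p = 0.0132 and 0.0134) were lost at adjusted p = 0.639 and 0.649 with an estimated correlation. Ribosomal protein genes had a median of -0.30 in the same comparison (adjusted p = 0.639 with an estimated correlation). At that age 1 of the 5 ArcC5a+ and 2 of the 8 Arc libraries stood apart from the others in their profile.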

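In C5a+ against WT hippocampus at 10 months (n = 7 and 8), with no APP transgene, 21 of 24 genes of the GABAergic synapse had a positive difference, with a median log2 difference of 0.17. Among synapse assembly genes it was 21 of 27, with a median of 0.24. The C5a+ female F2, whose Hc level is that of mice without the C5a transgene, is counted here. Without it, in a fit chosen after seeing the data, 17 of 24 and 21 of 27 were positive, with medians of 0.12 and 0.25. EdgeR called 0 and 0 of them (0 and 0 when adjusted over the list alone). Camera's calls with a preset correlation (adjusted p = 0.0234 and 0.00568) were lost at adjusted p = 0.482 and 0.401 with an estimated correlation. The synaptic organizers Slitrk1 at 0.64 (standard error 0.22, adjusted p = 0.398) and Flrt2 at 0.40 (standard error 0.16, adjusted p = 0.477) and the channel gene Kcnq5 at 0.50 (standard error 0.18, adjusted p = 0.406) had the smallest p-values of their lists. Against this, ribosomal protein genes had a median of -0.45 (adjusted p = 0.135 with an estimated correlation), meningeal fibroblast markers a median of 0.86 (adjusted p = 0.118 with an estimated correlation) and choroid plexus markers a median of 2.75 (adjusted p = 0.401 with an estimated correlation). Whether the effect of C5a overexpression depended on the Arctic transgene was tested as the difference between ArcC5a+ minus Arc and C5a+ minus WT at 10 months. EdgeR called 0 of 18962 genes (554 at an unadjusted p under 0.05), DESeq2 6 and limma-voom 0. The median of this difference was 0.07 for GABAergic genes and 0.07 for synapse assembly genes (camera, adjusted p = 0.615 and 0.827).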

C5a overexpression promoted pathways associated with GABAergic synapses, ion transport, synapse assembly, axogenesis, and transcription (Fig. 5B), more so in the absence of the Arc transgene. Specifically, C5a overexpression was associated with an increase of genes that regulate GABAergic synapse processes (Fig. 5C). It has been shown that alterations of GABAergic neurotransmission may contribute to AD pathology [53, 54]. Therefore, C5a overexpression might contribute to alterations of GABAergic transmissions independently of amyloid pathology. 

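Gabra2, which encodes the alpha 2 subunit of the GABA-A receptor (chromosome 5 of mm10 from 70957597 to 71095849), had positive differences at each age in mice that overexpress C5a. EdgeR called it at 2.7 and 7 months, and the cause was not tested. In C5a+ against WT hippocampus it was higher by 1.07 (standard error 0.08, adjusted p = 2.89e-11) at 2.7 months and 0.97 (standard error 0.12, adjusted p = 4.67e-06) at 7 months, and at 0.57 (adjusted p = 0.430) at 5 months and 0.82 (adjusted p = 0.255) at 10 months. In ArcC5a+ against Arc mice it was at 0.90 (adjusted p = 0.176), 0.80 (adjusted p = 2.00e-04) and 0.82 (adjusted p = 0.227) from 5 months on. The calls at 7 months were lost with no library set in the model for C5a+ against WT and ArcC5a+ against Arc; and with only the compared groups fitted for ArcC5a+ against Arc. At 10 months Gad2, a GABA-synthesizing enzyme gene, was at 0.44 (standard error 0.16, adjusted p = 0.399) in C5a+ against WT and 0.51 (standard error 0.17, adjusted p = 0.280) in ArcC5a+ against Arc mice. The receptor subunit gene Gabrb2 was at 1.04 (standard error 0.36, adjusted p = 0.290) in ArcC5a+ against Arc mice and 0.65 (adjusted p = 0.614) in C5a+ against WT mice. None of these 10-month differences passed the test. Without libraries of other genotypes that stand apart in their profile, a fit chosen after seeing the data, Gabra2 passed in C5a+ against WT mice at 0.84 (adjusted p = 0.00140), and Sst at -0.57 (adjusted p = 0.00285). In fits set beforehand Gabra2 was at 0.54 (adjusted p = 0.971) with the replicate block and 0.49 (adjusted p = 1.00) with no library set. The interneuron peptide genes Sst at -0.59 (standard error 0.12, adjusted p = 0.100) and Npy at -0.51 (standard error 0.16, adjusted p = 0.343) had negative differences in C5a+ against WT mice, where 7 of 12 interneuron genes had positive ones. Neither passed in the edgeR fit of all libraries, and Sst passed in DESeq2 at -0.60 (adjusted p = 0.00162).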

Whether these aberrant synaptic processes are associated with the acceleration of cognitive decline in ArcC5a+ mice is yet to be explored.

**Fig. 5:**
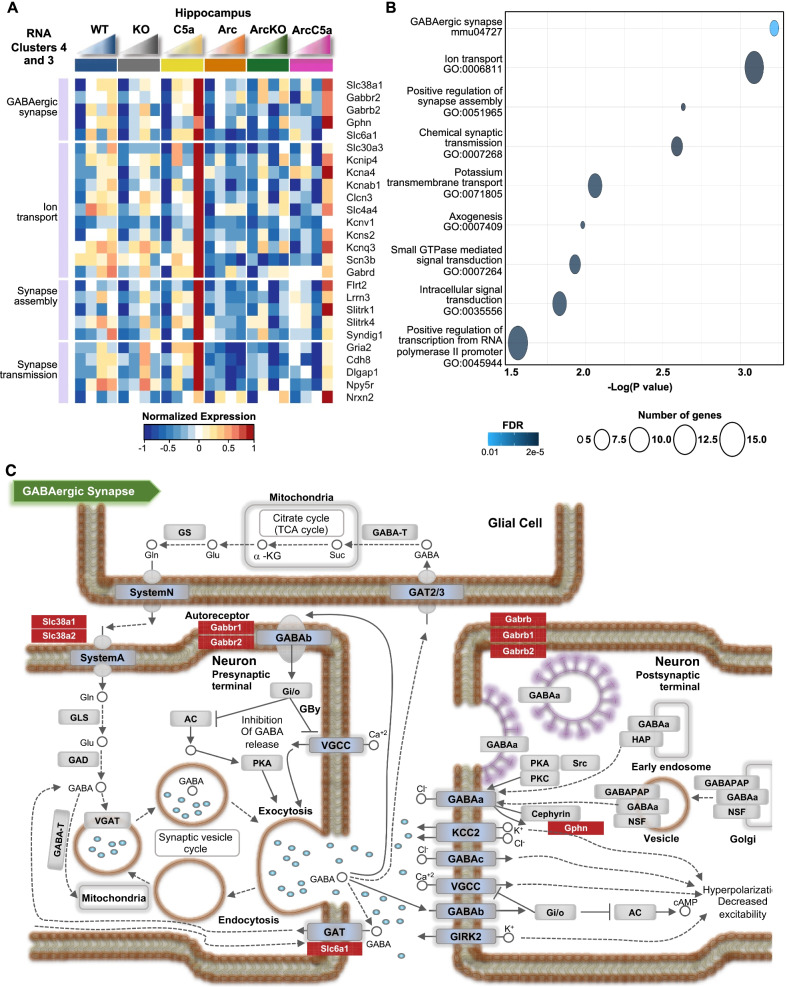
C5a overexpression leads to increase in expression of genes associated with synapse transmission and assembly in the hippocampus. **A** Heatmap of selected genes in the hippocampus present in RNA clusters 3 and 4. Genes were clustered based on biological processes. RNA-seq data (TPM) is row-mean normalized. **B** Gene ontology (GO) and pathway enrichment analyses of genes present in Rc6. **C** Representative diagram of the GABAergic synapse pathway with select genes present in the panel **A** heatmap highlighted in red. *N* = 4–10 mice/genotype/age

### Modulation of microglia activation marker CD11c in Arctic mice by C5a signaling

Amyloid pathology in humans and animal models can activate microglia to an inflammatory and disease-enhancing state [55]. We observed evidence of a delay in some phagosome and inflammatory pathways driven by elimination of C5aR1 and an exacerbation driven by overexpression of C5a at 10 months in the RNA-seq data. To determine the effects of C5aR1 ablation or C5a overexpression on amyloid-associated microglial protein expression, we stained ArcC5aR1KO and ArcC5a+ tissue with antibodies for CD11b and CD11c and compared levels to Arctic at 5, 7, and 10 months (Fig. 6). The hippocampus and cortex were assessed separately as amyloid deposition and glial activation are seen first, and to a larger extent, in the hippocampus compared to the cortex in the Arc model (Additional file 1: Fig S6A, B). As previously noted, amyloid deposition in the hippocampus remained essentially unchanged with deletion of C5aR1 or overexpression of C5a, with only small changes detected in the ArcC5aR1KO CA1 hippocampal region in one cohort a 7 months of age (Additional file 1: Fig S6C–F and [18]).

**Fig. 6:**
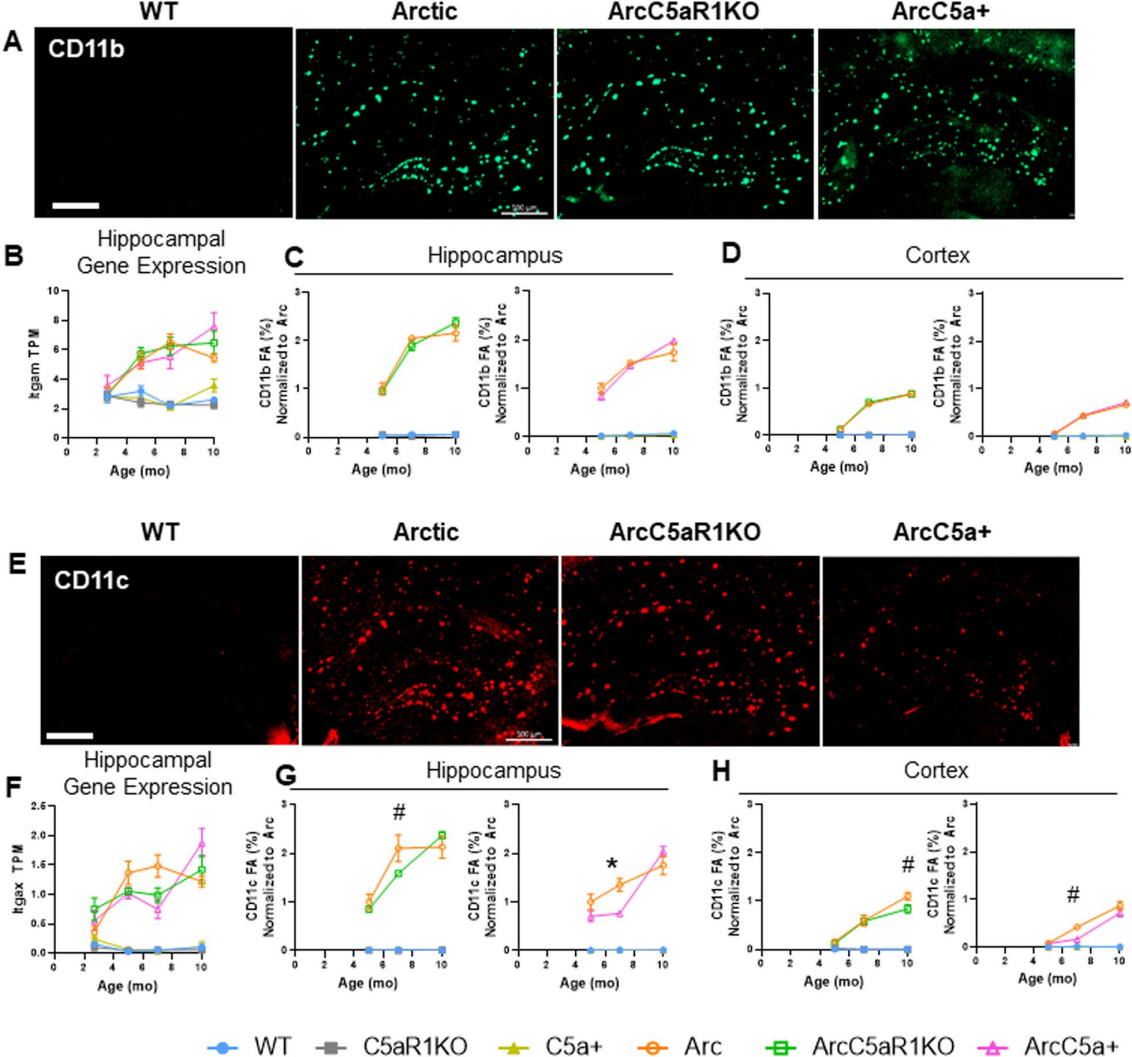
CD11c expression changes with C5a overexpression or C5aR1 ablation. **A** Representative images from 7 months of CD11b positive microglia in WT, Arctic, ArcticC5aR1KO, and ArcticC5a+ in the hippocampus. **B**–**D** Quantification of gene expression (TPM) of *Itgam* in the hippocampus (**B**) and percent field area of CD11b in hippocampus (**C**) and cortex (**D**) at 5, 7, and 10 months. **E** Representative images from 7 months of CD11c-positive microglia in WT, Arctic, ArcticC5aR1KO, and ArcticC5a+ in the hippocampus. **F**–**H** Quantification of gene expression (TPM) of *Itgax* in the hippocampus (**F**) and percent field area of CD11c in hippocampus (**G**) and cortex (**H**) at 5, 7, and 10 months. C5aR1KO and C5a+ cohorts were stained and analyzed separately. Four sections were stained per mouse and the percent field area was averaged over the 4 data points. Data shown as mean ± SEM. *p < 0.05, ^#^0.1 > *p* > 0.05. Two-way ANOVA with Tukey’s post hoc test. *N* = 2–6 mice/genotype/age. Scale bar 500 µm

CD11b is part of the integrin receptor, CR3, with multiple ligands including iC3b/C3b. It is expressed exclusively on microglia in the CNS [56], and previously shown to be upregulated in AD models [57, 58]. As expected, CD11b levels were elevated in the hippocampus (Fig. 6A, C), and to a lesser extent in the cortex (Fig. 6D), of Arc, ArcC5aR1KO, and ArcC5a+ mice compared to their respective controls. CD11b levels peaked at 7 months in the Arc hippocampus, and plateaued thereafter, paralleling our findings from RNA-seq data (Fig. 6B). 

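Itgam, which encodes CD11b, was higher in Arc than in WT hippocampus. Its mean in the deposited TPM values of Arc mice was 5.44 ± 0.818 TPM (SD, n = 6) at 2.7 months, 4.43 ± 3.35 TPM (SD, n = 10) at 5 months, 7.45 ± 4.23 TPM (SD, n = 8) at 7 months and 5.33 ± 2.34 TPM (SD, n = 8) at 10 months, against 2.83 ± 1.33 TPM (SD, n = 8) in WT mice at 7 months. By edgeR, Arc mice were higher than WT by 0.77 (standard error 0.16, adjusted p = 0.00100) at 5 months (but not past the threshold with no library set in the model, with the replicate block or without library sets 5-C and 5-D (chosen after seeing the data)), 1.37 (adjusted p = 9.28e-10) at 7 months and 1.07 (adjusted p = 1.86e-05) at 10 months. ArcC5aR1KO mice had 6.36 ± 2.30 TPM (SD, n = 8) and ArcC5a+ mice 5.04 ± 2.71 TPM (SD, n = 8) at 7 months (exact 2-sided permutation tests of TPM against Arc, p = 0.536 and 0.195), and 5.29 ± 1.84 TPM (SD, n = 6) and 7.10 ± 2.96 TPM (SD, n = 5) at 10 months (p = 0.994 and 0.266 by the same exact tests, which use neither library set nor pairing).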

While in some cohorts CD11b was lower in ArcC5aR1KO at 7 months, the increase in CD11b was correlated with amyloid load and not downstream complement activation.

CD11c-positive microglia appear early in response to plaque deposition and continue to increase with disease progression around plaques in APP/PS1 mice [59]. A time-course of CD11c expression and immunoreactivity (Fig. 6E, G, H) revealed that while essentially absent in the WT, C5aR1KO, and C5a+ genotypes at all ages, CD11c levels increased with age/disease progression in the hippocampus and cortex of Arc, ArcC5aR1KO, and ArcC5a+ mice (Fig. 6G, H). While CD11c levels were significantly elevated in the Arc hippocampus at 5–10 months compared to controls, we observed 25% and 43% lower CD11c levels in the ArcC5aR1KO and ArcC5a+ hippocampus, respectively, compared to Arc at 7 months (Fig. 6G). Furthermore, ArcC5a+ mice had 60% lower CD11c in the cortex at 7 months compared to Arc mice (Fig. 6H). Interestingly, hippocampal CD11c levels increased to Arc levels by 10 months of age in both ArcC5aR1KO and ArcC5a+. The temporal changes in hippocampal CD11c protein levels in Arc, ArcC5aR1KO, and ArcC5a+ mice match the temporal profile of Itgax gene expression detected with RNA-seq (Fig. 6F). These findings suggest that blocking C5aR1 may delay or reduce the polarization of a subset of reactive microglia from an early-intermediate stage to a later stage of reactivity in the Arctic model. Thus, appearance of CD11c+ microglia surrounding the plaques may be a key biomarker of microglia that ultimately indicates directly or indirectly cognitive decline and neurodegeneration.

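Itgax, which encodes CD11c, was at 0.190 ± 0.157 TPM (SD, n = 6) at 2.7 months, 0.811 ± 0.490 TPM (SD, n = 10) at 5 months, 2.65 ± 1.4 TPM (SD, n = 8) at 7 months and 2.45 ± 0.900 TPM (SD, n = 8) at 10 months in the Arc hippocampus. WT mice had 0.0512 ± 0.0511 TPM (SD, n = 8) at 7 months. The difference between Arc and WT mice was 6.02 (standard error 0.35, adjusted p = 1.67e-18) at 7 months and 5.88 (adjusted p = 1.85e-12) at 10 months by edgeR. At 7 months ArcC5aR1KO mice had 1.83 ± 1.11 TPM (SD, n = 8), 30.8% below Arc (exact 2-sided permutation test, p = 0.218), and ArcC5a+ mice 1.31 ± 0.838 TPM (SD, n = 8), 50.3% below Arc (p = 0.0404 by the same exact test). At 10 months they had 2.99 ± 1.76 TPM (SD, n = 6) and 4.18 ± 1.51 TPM (SD, n = 5), 1.22 and 1.71 times the Arc mean (exact tests, p = 0.478 and 0.0357). Adjusted over the 8 such tests of Itgam and Itgax by Benjamini-Hochberg, the smallest of these exact p-values became 0.162. These tests use neither the library set nor the replicate labels. With library set and sex in the model, edgeR put ArcC5a+ against Arc mice at -0.88 (adjusted p = 0.0605) at 7 months and 0.64 (adjusted p = 0.536) at 10 months, past the test at neither age.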

We further assessed pan-reactive and lysosomal markers Iba1 and CD68 (Additional file 1: Fig S7). Iba1 levels were consistently elevated in Arc, ArcC5aR1KO, and ArcC5a+ hippocampus compared to controls (Additional file 1: Fig S7A, D, E). At 5 months, Iba1 field area was slightly lower in ArcC5a+ compared to Arc, but by 7 months levels were comparable in all three Arc genotypes (Additional file 1: Fig S7D). CD68 levels were higher in all Arc groups in the hippocampus and to a lesser extent in the cortex compared to WT groups as early as 5 months, matching RNA-seq data (Additional file 1: Fig S7B, F–H).

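Cd68, which encodes a lysosomal membrane protein of phagocytes, rose in the hippocampus of Arc over WT mice by 0.89 (standard error 0.11, adjusted p = 8.25e-06) at 2.7 months, 2.25 (adjusted p = 4.10e-18) at 5 months, 3.17 (adjusted p = 2.40e-25) at 7 months and 3.12 (adjusted p = 1.50e-13) at 10 months. It was not past the threshold at 2.7 months with only the Arc and WT libraries fitted (adjusted p = 0.0265). In the cortex the differences were 0.14 (adjusted p = 0.881), 1.02 (adjusted p = 3.15e-08), 2.11 (adjusted p = 2.78e-16) and 2.21 (adjusted p = 5.38e-10). The hippocampal difference exceeded the cortical one by 0.75 (adjusted p = 0.00174) at 2.7 months and 1.25 (adjusted p = 9.27e-06) at 5 months. These calls were not kept with no library set in the model for the tissue difference at 2.7 months, the tissue difference at 5 months and the cortex at 5 months; without library sets 5-C and 5-D (chosen after seeing the data) for the tissue difference at 5 months and the cortex at 5 months; and with only the compared groups fitted for the tissue difference at 2.7 months. At 5 months ArcC5aR1KO exceeded C5aR1KO hippocampus by 2.40 (adjusted p = 1.64e-16) and ArcC5a+ exceeded C5a+ by 2.12 (adjusted p = 3.23e-15). Between the Arc genotypes at 7 months, ArcC5aR1KO was at -0.18 (standard error 0.10, adjusted p = 0.846) and ArcC5a+ at -0.38 (standard error 0.10, adjusted p = 0.0887) against Arc. Aif1, which encodes Iba1, rose in Arc over WT hippocampus by 0.98 (adjusted p = 1.71e-06) at 5 months (but not past the threshold with no library set in the model or without library sets 5-C and 5-D (chosen after seeing the data)) and 1.73 (adjusted p = 3.83e-17) at 7 months, and ArcC5a+ differed from Arc by -0.13 (adjusted p = 0.986) at 5 months.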

### Astrocyte markers GFAP and C3 are largely unaltered by C5aR1 engagement in the hippocampus

A recent study demonstrated that inflammatory cytokines released by microglia can trigger a shift towards neurotoxic reactivity in astrocytes [19]. Thus, to complement the RNA-seq data, we used immunohistochemistry for the pan-reactive astrocyte marker GFAP as well as C3, whose expression has reproducibly been shown to be elevated in neurodegenerative models [19, 60], to characterize changes in astrocyte polarization with disease progression and modulation of C5a–C5aR1 signaling. As expected, we observed a significant increase in GFAP and C3 percent field area in all three Arc groups compared to WT controls in the hippocampus and cortex (Additional file 1: Fig S8A). Transgene expression of C5a did not significantly change GFAP levels in the CA1 or DG of the hippocampus (Additional file 1: Fig S8C–E), but did result in decreased levels of GFAP in the CA3 hippocampal region at the early stages of disease (5 months) relative to Arc mice and a reduction relative to C5aR1-sufficient Arc in cortex at 7 months of age, although the reduction of expression was greater in the C5aR1-deficient Arc cortex at that age (48% reduction) (Additional file 1: Fig S8F). C3 expression was variable in hippocampal regions with 39% (*p* < 0.05) decrease in C3 volume in CA1 in ArcC5aR1KO relative to Arc at 7 months of age (Fig. 7), while a decrease of 83% of C3 volume and 43% of C3 Field area % were noted in the cortex in two different cohorts of ArcC5aR1KO, relative to Arc mice at 7 months of age (Fig. 7, Additional file 1: Fig S8B, J). Lower C3 was seen in the CA1 of ArcC5a+ mice at 7 months, but, as in ArcC5aR1KO, by 10 months C3 reactivity was not different from Arc genotype. These data support that ablation of C5aR1, and to a lesser extent C5a overexpression, results in a delay in amyloid-induced astrocyte polarization.

**Fig. 7:**
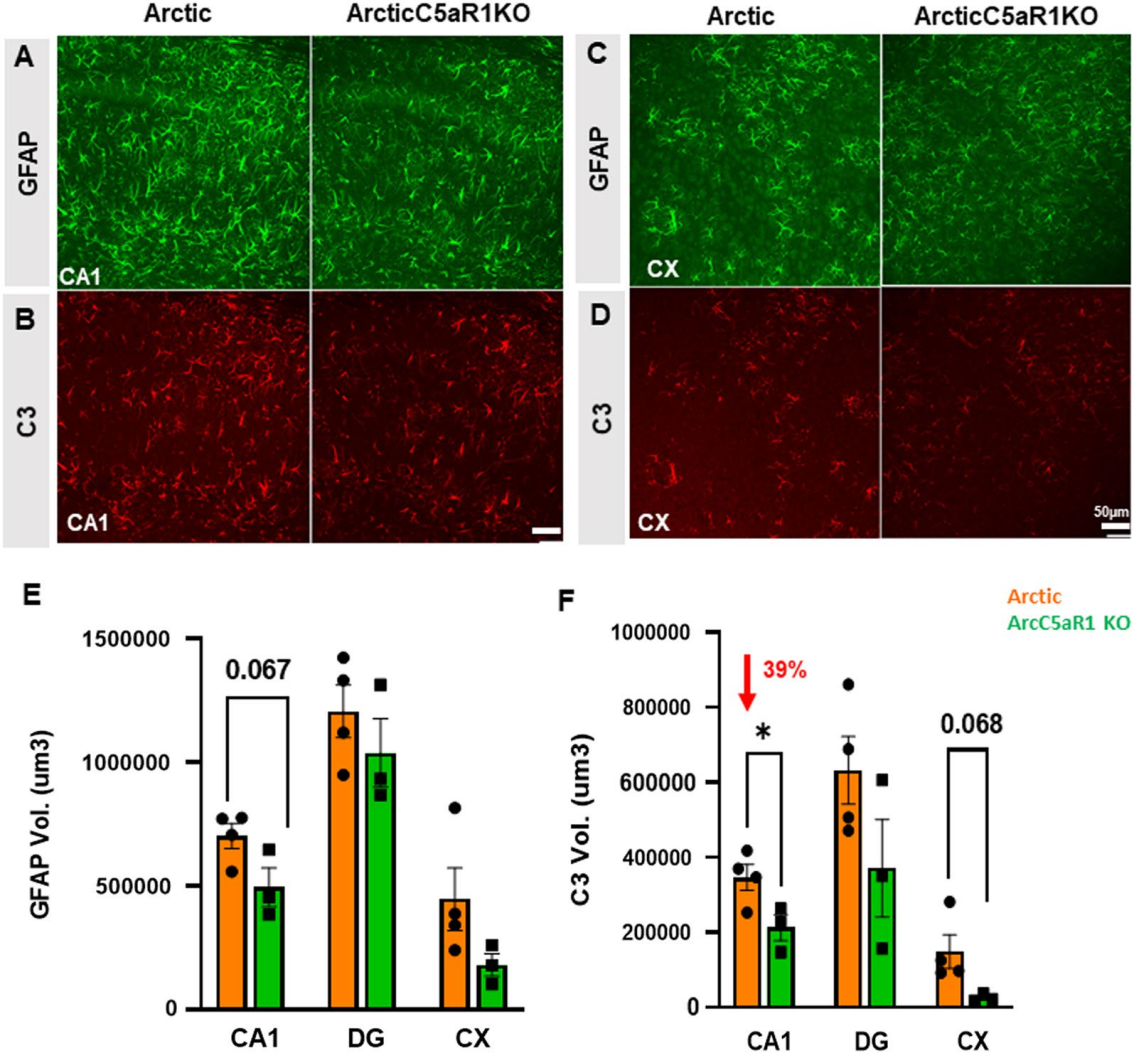
Lower astrocyte C3 expression in ArcticC5aR1KO compared to Arctic mice. Representative confocal images of GFAP immunostaining in the hippocampal cornu ammonis 1 (CA1) region (**A**) and in cortex (CX) (**C**) region and C3 immunostaining in the CA1 region (**B**) and in CX region (**D**) of Arc and ArcC5aR1KO brain at 7 months of age. Quantification of GFAP (**E**) and C3 (**F**) volume in the CA1, DG and CX. Z stack (31 steps, 30 um) one area/region (confocal Leica SP8, 20×). Data shown as mean ± SEM. *p < 0.05. *T*-test. *N* = 3–4 mice/genotype. Scale bar 50 µm

## Discussion

Using genetic ablation of C5aR1 and transgenic overexpression of the ligand C5a in wild type and Arctic AD model mice, we provide a characterization of cellular, molecular, and transcriptomic changes that occur throughout disease progression and that are modulated by C5aR1 activation in the Arctic mouse model of AD. Further support of a detrimental role of C5a–C5aR1 signaling in the Arctic mouse is shown by the acceleration of hippocampal-dependent spatial memory deficits by overproduction of C5a by a transgene under the GFAP promoter. The upregulated profiles of complement proteins in AD brain [61–63] and the demonstrated safety of the suppression of C5a generation or C5aR1 signaling in human patients with inflammatory diseases [64, 65], suggests C5aR1 antagonism would be well tolerated and may slow cognitive decline in AD and other neurodegenerative diseases in which complement activation is excessive or not appropriately regulated.

For the past decade or so, evidence has been accumulating for a role of the complement system in neuronal injury, synaptic pruning, and cognitive decline [66–69]. In the healthy developing brain, complement proteins tag extranumerary synapses or cellular debris for clearance by microglia [68]. However, aberrant complement activity may result in the removal of synapses from stressed neurons in neurodegenerative diseases [70]. Complement proteins are upregulated in the human and mouse brain with normal aging and are further increased in AD, models of AD and other neurological diseases [5, 61]. Deletion of C1q, C3, or CR3 (CD11b/CD18) reduces microglial engulfment of synapses [68, 71, 72] and protects against memory deficits in aged mice [73] and in models of AD [70, 74] and other neurological disorders (reviewed in [75]). While some have suggested inhibition of upstream complement components (such as C1, C3 and CR3) as a therapeutic strategy, a potential improvement on this strategy would be a more targeted inhibition of the downstream complement activation products, such as the pro-inflammatory fragment C5a, to preserve the immunoprotective functions of the upstream molecules. For example, C1q can be beneficial by binding to apoptotic neurons to promote clearance by microglia to maintain neuronal homeostasis [76]. Previous studies have shown that pharmacologic inhibition or genetic ablation of C5aR1 protects against learning and memory deficits in several mouse models of amyloidosis [9, 18] and that C5a contributes to neuronal injury [7, 8]. Landlinger and colleagues provided evidence for a protective effect of an active immunization against C5a in the Tg2576 mouse model of AD, with suppression of CD45^hi^ microglia in immunized mice and some improvement in contextual memory [77]. Thus, inhibition of the C5a–C5aR1 pathway could reduce myeloid cell activation as demonstrated here, without interfering with upstream beneficial complement signaling or the formation of the downstream beneficial pathogen killing membrane attack complex [18].

The Arctic 48 mutation results in an altered Aβ peptide sequence (E22G) that drives rapid fibril formation and resilience to degradation, resulting in aggressive fibrillar plaque accumulation [78]. Using this model, our previous work demonstrated that amyloid is a necessary but not the sole driver of cognitive decline [18], as ablation of C5aR1 prevented loss of neuronal complexity and cognition. Here, our RNA-seq data demonstrated that C5a+- and C5aR1KO-dependent changes in gene expression in the brains of Arctic mice were more prominent in the hippocampus compared to the cortex (with the exception of Rc2) correlating with amyloid load and the significance of hippocampal region on memory and cognition. Eliminating C5aR1 from the Arctic mice did not alter amyloid plaque accumulation, but did delay or reduce expression of genes enriched for inflammatory signaling pathways and microglial cell activation, and several other important AD-associated genes in the hippocampus. Not all AD-associated genes were altered, indicating differences in genes whose expression change in response to amyloid plaque deposition and genes whose expression change in response to C5a–C5aR1 signaling, the latter of which may play an essential role in worsening AD cognitive performance. For example, eliminating C5aR1 reduced expression of Inpp5d (SHIP1), which reduces phagocytic capabilities in plaque-associated microglia [45], S100a6, which is found in plaque-associated astrocytes [79], and Stat3, which induces astrocyte reactivity in the 5xFAD model and astrocyte-mediated pro-inflammatory cytokine release in the APP/PS1 model [48, 80], all of which are upregulated and appear to play a detrimental role in human AD brain or mouse models of AD. Arctic mice displayed higher levels of several pattern recognition receptor (PRR) genes, such as Tlr2, Clec7a (Dectin-1), Ifih1 (MDA5), Ddx58 (Rig-1), and Nlrp10), particularly in the hippocampus at 7 and/or 10 months of age. Although C5a signaling has been shown to modulate PRR [81–83], in the present study, C5a overexpression or C5aR1 ablation did not significantly alter the expression patterns of these genes. This suggests that there are C5a–C5aR1-independent, perhaps amyloid-dependent, pathways of PRR activation in the Arctic mouse model. In addition, the delayed expression of select AD- and DAM1-markers (specifically CD33, Tyrobp, and Trem2) in the C5aR1-deficient Arctic mice suggests a delayed switch from disease-mitigating microglia to disease-enhancing microglia in mice lacking C5aR1. These transcriptional changes resulting directly or indirectly from C5ar1 ablation coincide with the rescue of cognitive loss [18].

Inflammatory stimuli such as lipopolysaccharide or IFN-γ, or chronic inflammatory states, promote polarization of astrocytes towards a pro-inflammatory state and the subsequent expression and secretion of Lcn2 [84, 85]. Furthermore, Lcn2 promotes neuronal loss and hippocampal-dependent memory deficits in a mouse model of vascular dementia [86]. While we did not observe C5a–C5aR1-dependent changes in pan-reactive astrocyte GFAP immunoreactivity in the brain, the ArcC5aR1KO group showed delayed expression of a subgroup of pan-reactive and A1 astrocyte genes (Lcn2, Osmr, Cd44, Vim, Serpina3n, Aqp4, C4b and C3), suggesting that while astrocytes do respond to damage associated molecular signals including those resulting from fAβ deposition, there is a delayed activation of neurotoxic astrocytes in the absence of C5aR1. It has been suggested that inflammatory microglia accentuate neurotoxic properties of astrocytes in AD contexts [19], and thus the delayed astrocyte activation seen in the absence of C5aR1 is consistent with delayed secretion of activation signals by microglia (such as TNF, but not C1q). The direct functional consequences of decreased gene expression of neurotoxic astrocyte markers, such as Lcn2, remain to be investigated. However, these findings demonstrate a complexity of astrocyte response mediators that are induced by different insults/injury and are in line with the fine tuning of immune modulating functions that the complement system exerts in multiple other challenges to the host [87–90].

Although overexpression of C5a under the GFAP promoter resulted in acceleration of behavioral deficits in the Arctic mouse, RNA-seq data revealed that overexpression of C5a in the Arctic mice delayed the rise of many inflammatory genes until later in disease progression (10 months). Interestingly, genes associated with synaptic transmission were upregulated in both C5a+ and ArcticC5a+ hippocampi. While these data appear to be opposed to the C5a-induced neuronal damage previously reported, the difference may be due to the in vitro cell cultures and/or the specific in vivo injury [7, 8]. Furthermore, the behavioral and transcriptional consequences of C5a overexpression in the ArcC5a+ mice suggest that in addition to C5aR1 signaling, other biochemical and cellular pathways are being induced. Indeed, C5aR2, also referred to as C5L2 or GPR77, is a second known receptor for C5a hypothesized to be a scavenger receptor for C5a and that promotes anti-inflammatory properties (reviewed in [83]). C5a binds to C5aR2 with less affinity than C5a binding to C5aR1, while the rapidly cleaved C5a fragment, C5a desArg, binds to C5aR2 with a tenfold higher affinity than to C5aR1 [91]. C5aR2 is a negative regulator of C5a–C5aR1 activity. Formation of β-arrestin–C5aR2 complex results in downregulation of C5a-induced ERK signaling and reduces LPS-induced inflammation [92]. Furthermore, C5aR2 can interact with C5aR1, promoting C5aR1 internalization via recruitment of β-arrestin and thus again downregulation of ERK signaling [83]. Genetic ablation of C5aR2 in mouse models of ischemia–reperfusion injury [93] or spinal cord injury [94] worsens recovery outcomes, while C5aR1 inhibition in these C5aR2-deficient mice eliminates the enhanced pathology due to the absence of C5aR2. C5aR2 agonism also reduces C5a–C5aR1-mediated inflammatory response to toll-like receptors, c-type lectin receptors, or cytosolic DNA sensor stimulator of IFN genes [95], all demonstrating that C5aR2 can play an important role in mitigating C5aR1-dependent inflammatory responses to injury or pathology.

We observed peak hippocampal expression of most complement pathway genes at 7–10 months in the Arc and ArcC5aR1KO mice. Surprisingly, peak complement expression in the ArcC5a+ mice was delayed to 10 months. Consistent with the findings here, others have reported that stimulation with C5a increases gene expression of C5ar1 and C3ar1 in human-derived dendritic cells [96]. Furthermore, upregulation of C3aR has been shown to induce C3 gene upregulation in human primary keratinocytes [97]. Once C3a is generated from cleaved C3, it is quickly cleaved again to form C3a-desArg. C3a can bind C3aR and C5aR2, but C3a-desArg only interacts with C5aR2 [98]. C3a-C3aR binding under pathological conditions has been shown to mitigate inflammatory cytokine and chemokine production, particularly in acute injury ([99] and reviewed in [100]). Thus, while further studies are needed to support this hypothesis, elevated levels of C5a in the ArcC5a+ mice may stimulate C3 production and cleavage at the onset of plaque pathology thereby contributing to suppression of C5a-induced neuroinflammation via indirect effects on C3aR and C5aR2 signaling. Thus, the anti-inflammatory gene expression in the presence of high concentrations of C5a, emphasizes the therapeutic advantage of the inhibition of C5aR1, without interfering with other anti-inflammatory signaling as an optimal efficacious strategy for modulating the consequences of C5a generation in AD and perhaps AD-related dementias.

C5a overexpression also induced genes involved in lipids and cholesterol metabolic processes, some of which were reduced upon C5ar1 deletion in the Arctic mouse and further enhanced (at later ages) by the transgenic expression of C5a. Although cholesterol cannot cross the blood–brain barrier, high levels of circulating cholesterol have been correlated with increased risk of dementia and drugs that reduced levels of cholesterol have been shown to reduce prevalence of AD [101, 102]. Our results suggest that cholesterol metabolism may be influenced by C5a–C5aR1 signaling and that C5aR1 inhibition may improve brain cholesterol balance.

The clusters detected in our study have a partial overlap (94 genes) with the AD subtype signatures described by [4]. Our Rc6 cluster shared 26 genes with the C1 (classic 1) subtype, characterized by increase in immune response and decreased synaptic signaling. Complement C1q genes are part of the C1 cluster. 

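In the Arc against WT hippocampus the integrin gene Itgb5, a receptor of phagocytosis, was at -0.23 (adjusted p = 0.520) at 2.7 months and rose by 0.55 (standard error 0.11, adjusted p = 0.00110) at 5 months, 1.23 (adjusted p = 1.06e-12) at 7 months and 1.37 (adjusted p = 1.78e-04) at 10 months. Itgb5 did not pass with no library set in the model for 5 months, 7 months and 10 months; with the replicate block for 5 months and 10 months; and with only the compared groups fitted for 5 months. The Toll-like receptor genes Tlr1 and Tlr2, which bind bacterial lipopeptides, rose by 2.27 (adjusted p = 6.86e-07) and 3.33 (adjusted p = 1.93e-19) at 7 months and by 2.38 (adjusted p = 1.67e-06) and 3.11 (adjusted p = 9.63e-10) at 10 months. At 2.7 months Tlr2 was higher by 1.15 (adjusted p = 0.00544), but not past the threshold at 2.7 months with only the Arc and WT libraries fitted (adjusted p = 0.256). In ArcC5aR1KO against Arc mice at 7 months the differences were -0.06 (adjusted p = 1.00) for Itgb5, -0.45 (adjusted p = 0.890) for Tlr1 and -0.33 (standard error 0.15, adjusted p = 0.660) for Tlr2. ArcC5a+ mice differed from Arc mice in Tlr2 by -0.60 (standard error 0.15, adjusted p = 0.0723) at 7 months and 0.43 (adjusted p = 0.643) at 10 months, a change of 1.05 (standard error 0.29, adjusted p = 0.0261).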

We also found shared upregulated genes related to the phagosome pathway: Itgb5, Tlr1 and Tlr2 and the astrocyte marker Gfap. In the case of lipid metabolism, the gene Lipa is found in Rc7 and it is shared with the intermediate signatures B1 (intermediate 1) and B2 (intermediate 2). Our cluster Rc3 and Rc4 (driven by overexpression of C5a) were enriched for terms related to GABAergic synapse, but when compared to the AD subtypes, Gabrb2 was downregulated in C1. Gabrb2 appears as part of 3 human AD subtype signatures: C1, A (Atypical) and C2 (Classic 2), as downregulated, upregulated and downregulated, respectively. The main differences driving our clusters compared to the signatures described by Neff et al. [4], can be explained by the fact that their signatures are a mixture of up and downregulated genes, while our clusters are based on sharing the same gene expression patterns. However, different tissue preparation, sources, and regions could be influencing the differences seen. Importantly, both human and mouse model studies agree with the upregulation of immune response genes.

Consistent with RNA-seq gene expression, immunohistochemistry showed markedly induced levels of CD11b and CD68 in all Arctic groups at 5–10 months in hippocampus and cortex. Microglia surround Aβ plaques and promote elimination of deleterious proteins [103], and thus, the early increase in CD11b high microglia in both Arc and ArcC5R1KO mice may be indicative of a microglial disease-mitigating DAM response to amyloid accumulation in the Arc model.

CD11c was also increased in all Arctic mice compared to WT, but at 7 months, the increase was not as pronounced in the ArcC5aR1KO or ArcC5a+ hippocampi compared to Arctic. By 10 months, CD11c levels were comparable between all Arctic groups, suggesting a delay, but not a complete attenuation of differentiation/polarization of this microglial state or subset activation. CD11c+ microglia are sparse in the healthy brain, but in models of AD, their proliferation is tightly associated with plaque pathology [59, 104]. In the 5xFAD mouse model of AD, CD11c+ microglia are characterized by the elevation of disease-associated genes [105]. Transcriptional characterization of CD11c+ microglia in the APP/PS1 AD model showed that these cells express higher levels of genes associated with cell adhesion, migration, phagocytosis, and lipid/cholesterol processes [59]. In the study by Keren-Shaul et al. [105], CD11c+ microglia contain populations of DAM and homeostatic microglia in the 5xFAD model. As disease progresses, the proportion of CD11c+ DAM relative to homeostatic microglia increases, such that by the time robust neuronal loss and severe cognitive decline are observed, the majority of CD11c+ microglia are DAM, containing high expression of DAM markers Csf1 and Lpl, particularly in microglia that surround plaques [105]. Previous studies suggest that Trem2 may influence the transition of CD11c+ microglia from homeostatic to CD11c+ microglia DAM [105, 106]. Interestingly, the reduction in CD11c we observed by IHC at 7 months in the ArcC5aR1KO and ArcC5a+ hippocampus is associated with suppression of Trem2 gene expression at 7 months in these mice relative to Arc mice (Fig. 3A). Thus, it is possible that C5aR1, by synergizing with other DAM mediators such as Trem2 and/or Tyrobp, promotes the accumulation of CD11c+ microglia in plaque-filled areas to promote phagocytosis as a response to injury. However, the overload of plaques that is not reduced in the Arctic mouse model may lead to a “tipping point” where C5a–C5aR1 modulation is not protective. By immunohistochemistry, CD11c was specifically found on microglia that were in contact with amyloid plaques similar to C5aR1 expression, suggesting that these cells are responding to deposited fibrillar amyloid and may play an important role in the immune response to AD pathology [59]. Single cell RNA-seq may be able to further functionally define microglia subtypes based on C5aR1, CD11c, and other markers. Of note, since the upregulation of C5aR1 occurs largely in microglia near the plaques, with a paucity of C5aR1 staining of microglia distant from the plaques [20], blocking C5aR1 may have limited or no consequences on homeostatic microglial functions.

## Conclusions

Eliminating C5aR1 from the Arctic mice delayed or reduced expression of genes enriched for inflammatory signaling pathways and microglial and astrocyte cell activation. Given the lack of altered amyloid plaque accumulation in the ArcC5aR1KO mice, these results demonstrate a separation between genes whose expression change in response to amyloid plaque deposition and genes whose expression change in response to C5a–C5aR1 signaling and thus enhanced inflammation. Ablation of C5ar1 in Arctic mice also delayed upregulation of some complement components, including C4b and C3ar1, suggesting that targeted inhibition of C5aR1 may directly or indirectly (via reduced inflammatory and neurotoxic environment) limit the supply of upstream complement components, such as C4b, thereby controlling excessive synaptic pruning as well as microglial activation. Taken together, these data are consistent with a neuroprotective effect of inhibition of the potent anaphylatoxin C5a–C5aR1 interaction, while leaving C1q and C3 immunoprotection intact, making C5a–C5aR1 signaling a promising therapeutic target for AD.

## Supplementary Information

**Additional file 1: Fig S1.** Presence of the C5aGFAP transgene increases C5a protein levels in brain. **Fig S2.** Locomotion and exploration during open field and object location memory training at 7 months. **Fig S3.** C5aR1 ablation reduces dystrophic neurites and reduces toxicity of amyloid plaques. **Fig S4.** Differential expression analysis show lack of sex-specific changes in gene expression in the Arctic mice. **Fig S5.** C5ar1 knockout in Arctic mice delays expression of characteristic AD and astrocyte-associated genes. **Fig S6.** Plaque accumulation is faster in hippocampus compared to cortex and is unaltered by C5a–C5aR1 modulation. **Fig S7**. Iba1 and CD68 not altered by C5a-C5aR1 modulation in Arctic mice, mirroring gene expression. **Fig S8.** Astrocyte polarization state in Arctic, ArcticC5aR1KO, and ArcticC5a+ mice.

## Data Availability

The accession number for the sequencing data reported in this paper is GEO: GSE197591.

## Abbreviations

AD: Alzheimer’s disease
ALS: Amyotrophic lateral sclerosis
Ast: Astrocytes
Aβ: Amyloid beta
CP: Complement pathway
CPM: Count per million
DAM: Disease-associated microglia
DI: Discrimination index
FDR: False discovery rate
GO: Gene ontology
LNA: Locked nucleic acid
MAC: Membrane attack complex
Mic: Microglia
OLM: Object location memory
Rc: RNA cluster
TMM: Trimmed mean of *M*-values
TPM: Transcripts per million
TSO: Template-switching oligo

How the deposited data were processed for this re-analysis (not part of the article)

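Gene expression was measured by RNA-seq in 361 libraries of hippocampus and cortex from mice of 6 genotypes at 2.7, 5, 7 and 10 months of age. Genotype, tissue, sex, age and replicate were taken from the deposited labels, which give the youngest age as 2 months where the article gives 2.7. The article counts 372 libraries and 2 unnamed outliers that were left out, and the files of the other libraries were not available here. No library of the 361 was left out.

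The deposited expected counts were made by the authors with RSEM 1.2.25 from paired-end reads mapped to mm10 with STAR, and they precede the batch correction and the normalization that the article describes. The deposited TPM values were made by the authors in the same RSEM run, within each library. The authors then corrected batches with ComBat-seq and used edgeR 3.28.1 and maSigPro 1.58.0, and the files do not hold the corrected counts. The article gives the annotation as Gencode v21, and the gene identifiers in the files are those of the mouse release vM21, which gave gene names and positions. Libraries held 6529624 to 41206873 expected counts in hippocampus (median 11330277) and 6549579 to 43468041 in cortex (median 11136904).

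Expected counts were rounded to whole numbers. Genes were kept by filterByExpr of edgeR with its default minimum of 10 counts, over all libraries of a tissue, which left 18962 genes in hippocampus, 18060 in cortex and 19526 over both tissues. All 6 genotypes of a tissue and age were fitted together by edgeR 4.0.16 (quasi-likelihood fit with a trended dispersion, TMM normalization, R 4.3.3), with genotype as the group and library set and sex as covariates. P-values were adjusted by Benjamini-Hochberg over all genes tested, and genes at an adjusted p under 0.01 were called. The library set is the letter in the deposited library names. The article does not name its batches, so the sets stand in for them, and each set belongs to a single age. Standard errors of log2 differences were derived from the quasi-likelihood F statistic.

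The change of a genotype difference from 7 to 10 months was tested over all hippocampal groups, and the difference of a genotype effect between the tissues over both tissues of an age. In the latter, the hippocampus and cortex of a mouse entered as separate samples, without their pairing. Arc males and females were compared over all ages and at each age. The time course was tested by the F test of all genotype terms in a quadratic regression on age at an adjusted p under 0.0005, the FDR in the legend of Fig. 2. These joint fits used the faster of edgeR's dispersion methods (legacy = FALSE), a choice made for its run time after the data were seen. Arc against WT mice at 7 months gave 1015 genes higher and 159 lower with the method used for single ages.

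A total of 42 gene lists of cell types, pathways and brain regions were fixed before the data were examined. For each list the members past the threshold were counted over all genes tested and with p-values adjusted over the list alone. Lists were tested with camera (limma 3.58.1) with a preset correlation of 0.01 and with an estimated correlation, and with fry, on log2 CPM values with a prior count of 2, at an adjusted p under 0.05. Genes are named by a rule fixed before the data were examined: every gene that the article's text names for its RNA-seq data, for each hippocampal comparison the 8 largest positive and 8 largest negative log2 differences among called genes with a mean log2 CPM of at least 1 at the age with the most calls, and for a gene list the 4 members with the smallest p-values. A gene named by this rule in a comparison is also given in others. A further 52 genes were chosen after their values were seen, of which Kdm5d, Uty, Ddx4 and Gm26723 are marked where they are named. Tnf and Nlrp10 did not pass the count filter and were not tested. The gene that the article writes as Tnfsf1b was read as Tnfrsf1b.

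Itgam and Itgax levels were compared by exact permutation tests of the deposited TPM values. Sex labels were checked against Ddx3y, which was at 2.31 to 33.56 TPM in male and 0 to 0.32 TPM in female libraries. No library was a copy of another among 1217 pairs within groups. Replicate labels such as M1 were checked for pairing by the correlation of their deviations from the group means. All such correlations were over 0.1 in the hippocampus for every comparison at 7 months, for ArcC5aR1KO against Arc at 5 and 10 months and for C5a+ against WT at 2.7 months, and in the cortex for Arc against WT and ArcC5aR1KO against Arc at 5 and 7 months. Library set effects had not been removed. At 7 months the 8 pairs of each hippocampal comparison all shared a library set. The correlations therefore do not show that mice of one label were paired.

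The tests were tried on simulated counts of the hippocampus at 7 months. In the ArcC5aR1KO libraries only, 100 genes each were raised or lowered 1.5-fold or 2-fold, chosen among genes above a minimum CPM. The simulated spread followed the trend over expression level, with no library set effect and no correlation between genes. Recovery in the real libraries may therefore be lower. The edgeR fit recovered 82% and 100% of these genes with 0 false calls, DESeq2 83% and 99% with 4, and limma-voom 75% and 100% with 1. A list of 30 genes raised 1.3-fold was called by camera with either correlation and by fry, and none of the unchanged lists was called.

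The alternatives tried were DESeq2 1.42.0, no library set in the model, ComBat-seq (sva 3.50.0) with the library set as batch, no filter on low counts, RLE size factors, an adjusted p under 0.05, only the compared groups in the fit, the replicate label as a block, each ArcC5a+ library of 2.7 and 10 months left out in turn, and a least squares regression for the time course. Chosen after the data were seen were fits without 15 libraries of 10 months that stand apart on the first principal component (a score over 30), without 2 library sets of 5 months that hold 3 of the 6 genotypes each, and without a C5a+ female of 10 months with a low Hc level, a fit with a GC content offset per library, a least squares test of the genotype terms only, and limma-voom beside counts of 0. The regression and clustering program of the article and its ontology tools were not used here, so its clusters were not rebuilt.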

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

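The Arctic transgene changed the hippocampus more than the cortex, and a test of the change in the effect of C5a overexpression between 7 and 10 months called genes in the Arctic hippocampus. These results drew attention because 2 groups differed in a test of the difference itself. The difference between Arc and WT mice differed between hippocampus and cortex for 2 genes at 2.7 months, 35 at 5 months, 127 at 7 months and 7 at 10 months. In 20 other splits of the same mice per age at most 0, 2, 0 and 0 genes were found. As many as in the real split were found in 1 of 21 splits at each age, the smallest share that so many splits allow. The real numbers exceeded those of every other split, but so few splits, made without regard to library set, cannot exclude chance. At 2.7 months the 2 genes became 0 in edgeR with only the compared groups fitted (667 at an unadjusted p under 0.05, and 13 in DESeq2), and no conclusion is drawn from them. Without library sets 5-C and 5-D edgeR called 0 genes at 5 months (696 at an unadjusted p under 0.05), where DESeq2 with all sets called 62, and with no library set in the model 4 were called at 5 months and 14 at 7 months. The difference between ArcC5a+ and Arc mice changed from 7 to 10 months for 97 genes. Of the tests below, those of the genes around C5ar1, of library depth and of the share of libraries per genotype were chosen only after the result was seen, as were the fits without the libraries that stand apart, without library sets 5-C and 5-D and with a GC content offset.

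Genes beside C5ar1 moved with its knockout: 23 genes other than C5ar1 and within 20 Mb of it on chromosome 7 were called in C5aR1KO against WT hippocampus at 1 age or more. The article discusses C5ar2 of these, and the others are a signal in genes that it does not discuss. Loss of C5aR1 signalling alone would not place them there, since 85.1% of the calls of all ages lay within this distance, against 2.35% of the genes tested. DNA of another strain that came with the knocked-out gene may explain them, but no value here tests this. That 100% of them moved the same way in ArcC5aR1KO against Arc mice decides nothing, since these groups differ by the same allele. Reads of such a strain lost against the reference genome do not explain the 37.5% that were higher in the knockout. For the 25 calls that were lower, lost reads and a lower transcript level cannot be told apart, because gene counts do not show the sequence of the reads.

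At 10 months 8 of 42 hippocampal and 7 of 42 cortical libraries lay far from the others on the first principal component, 6 mice in both tissues and 0 of them WT. Library depth does not explain this, since 100% of their totals lay within the range of the others. GC content bias may explain part of it, with a median absolute rank correlation of 0.427 between gene GC content and a library's deviation, against 0.185 in the others. Most of these libraries belonged to library set 10-A. However, hippocampal libraries of set 10-C had correlations of -0.359 to -0.307 without lying apart, and C5aR1KO replicate M3 lay apart at -0.142 in the hippocampus. Genotype is not the whole explanation, since at most 37.5% of the libraries of 1 genotype and tissue lay apart. Without these libraries the 481 genes called between C5aR1KO and WT cortex became 13, while the count for Arc against WT hippocampus rose from 761 to 1175.

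The 97 genes whose ArcC5a+ minus Arc difference changed from 7 to 10 months rest on 5 ArcC5a+ libraries at 10 months. The libraries that lie apart are not their whole cause, since 313 genes were found without them. Over all genes the rank correlation between this change and gene GC content was 0.0453, so no trend with GC content ran through the genes as a whole. This does not test the called genes themselves, and the GC content offset was not fitted to this change, so GC content bias cannot be excluded for them. Among them 2 were genes of the DAM list, Itgax and Gpnmb, too few to tell whether microglia responded to C5a. As many as in the real split were called in 2 of 21 splits, so that chance cannot be excluded, and the split with 1101 genes, several times the real number, points to a structure of the samples. The number moved to 214 without F1, 31 without F2, 312 without M1, 50 without M2 and 378 without M3 when these libraries were left out in turn, and 0 genes were called in edgeR without the library set (860 at an unadjusted p under 0.05), with only the 2 groups compared (1815) or with the replicate block (846), against 211 in DESeq2.

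Single hippocampal libraries lay far above the others of their group in 14 of 120 groups tested by Dixon's test. This test takes values as normally distributed, while many of these TPM values are low and cannot fall far. The share that chance alone would mark is therefore not known, and no excess is claimed. For Itgax they were 0.33 TPM in C5aR1KO replicate F2 at 2.7 months (others at most 0.06), 0.3 TPM in C5a+ replicate M4 at 2.7 months (others at most 0.17), 0.15 TPM in C5aR1KO replicate F3 at 5 months (others at most 0.05), 1.41 TPM in ArcC5a+ replicate F2 at 5 months (others at most 0.89), 0.1 TPM in C5aR1KO replicate F3 at 10 months (others at most 0.04) and 0.78 TPM in C5a+ replicate F2 at 10 months (others at most 0.15). For C5ar1 they were 1.87 TPM in WT replicate F1 at 2.7 months (others at most 0.94) and 4.80 TPM in Arc replicate M2 at 2.7 months (others at most 1.95). C5ar2 reached 0.08 TPM in C5aR1KO replicate M3 at 5 months (others at most 0.03), 0.07 TPM in C5aR1KO replicate F2 at 7 months (others at most 0.03), 0.5 TPM in ArcC5a+ replicate M3 at 7 months (others at most 0.32), 2.71 TPM in Arc replicate F2 at 10 months (others at most 1.25) and 1.95 TPM in ArcC5a+ replicate M3 at 10 months (others at most 0.76). Hc reached 1.53 TPM in C5aR1KO replicate M2 at 10 months (others at most 0.65).

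Gabra2 drew attention as a signal outside the age that the article discusses for C5a+ mice. Its cause was not tested, and these comparisons cannot tell a response to C5a from another difference of the C5a+ line. It was higher in C5a+ than in WT hippocampus by 1.07 (adjusted p = 2.89e-11) at 2.7 months and 0.97 (adjusted p = 4.67e-06) at 7 months, where it did not pass with no library set.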

How the results depend on the processing

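The response to the Arctic transgene was found under each alternative from 5 months on. Over the alternatives Arc against WT hippocampus gave 184 to 587 genes at 5 months, 637 to 1859 at 7 months and 516 to 1284 at 10 months, and the cortex 11 to 83, 198 to 419 and 125 to 349. The effects of losing C5ar1 and of C5a overexpression on Arctic mice gave 6 to 21 and 3 to 55 genes in the hippocampus at 7 months, below the Arc against WT numbers of that tissue and age. Fits without the libraries that stand apart, without library sets 5-C and 5-D or without a C5a+ female, with a GC content offset, by limma-voom beside counts of 0 and by a least squares test of the genotype terms only were chosen after seeing the data. The other alternatives were set before the data were examined. A number of genes is given below where it moved by over 1.5-fold, from its value in the passages to its value under the alternative, and the cause was not tested. Unadjusted counts beside a 0 are at an unadjusted p under 0.05 in edgeR.

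With DESeq2 the numbers moved in the hippocampus for Arc against WT (79 to 137 at 2.7 months), ArcC5aR1KO against Arc (10 to 19 at 2.7 months, 6 to 22 at 5 months, 11 to 21 at 7 months), ArcC5a+ against Arc (8 to 30 at 2.7 months, 2 to 6 at 5 months, 6 to 49 at 7 months, 1 to 10 at 10 months), C5aR1KO against WT (13 to 25 at 2.7 months, 15 to 30 at 5 months, 7 to 91 at 10 months) and C5a+ against WT (5 to 15 at 2.7 months, 2 to 5 at 5 months, 4 to 12 at 7 months, 1 to 16 at 10 months); in the cortex for Arc against WT (2 to 8 at 2.7 months), ArcC5aR1KO against Arc (15 to 30 at 2.7 months, 4 to 19 at 5 months, 6 to 17 at 7 months, 1 to 8 at 10 months) and ArcC5a+ against Arc (4 to 13 at 2.7 months, 1 to 6 at 5 months, 3 to 16 at 7 months, 1 to 20 at 10 months); in the difference between the tissues for Arc against WT (2 to 13 at 2.7 months, 35 to 62 at 5 months, 7 to 43 at 10 months), ArcC5aR1KO against Arc (0 to 7 at 7 months) and ArcC5a+ against Arc (0 to 14 at 10 months); for the change from 7 to 10 months of ArcC5a+ against Arc (97 to 211); for that change of ArcC5aR1KO against Arc (0 to 6); for the effect of C5a with and without the Arctic transgene (0 to 6); for Arc males against females in the hippocampus (7 to 12); for Arc males against females in the cortex (7 to 11). All of these were higher, and 9 of 43 numbers stayed within 1.5-fold.

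At an adjusted p under 0.05 they rose in the hippocampus for Arc against WT (79 to 169 at 2.7 months, 1174 to 1859 at 7 months, 761 to 1284 at 10 months), ArcC5aR1KO against Arc (6 to 16 at 5 months, 11 to 19 at 7 months, 2 to 4 at 10 months), ArcC5a+ against Arc (8 to 16 at 2.7 months, 6 to 55 at 7 months), C5aR1KO against WT (13 to 23 at 2.7 months, 15 to 32 at 5 months, 12 to 19 at 7 months, 7 to 57 at 10 months) and C5a+ against WT (5 to 9 at 2.7 months); in the cortex for ArcC5aR1KO against Arc (15 to 31 at 2.7 months, 4 to 13 at 5 months, 6 to 12 at 7 months, 1 to 2 at 10 months) and ArcC5a+ against Arc (4 to 9 at 2.7 months, 3 to 6 at 7 months); in the difference between the tissues for Arc against WT (2 to 7 at 2.7 months, 35 to 81 at 5 months, 127 to 228 at 7 months, 7 to 19 at 10 months) and ArcC5a+ against Arc (0 to 1 at 10 months); for the change from 7 to 10 months of ArcC5a+ against Arc (97 to 605); for Arc males against females in the hippocampus (7 to 11). At an adjusted p under 0.01 the time course gave 6252 genes, a least squares test 6062 and such a test of the genotype terms only 1083, from 3330.

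Left without the library set in the model, the numbers moved in the hippocampus for Arc against WT (1174 to 637 at 7 months), ArcC5aR1KO against Arc (11 to 6 at 7 months), ArcC5a+ against Arc (8 to 3 at 2.7 months, 6 to 3 at 7 months), C5aR1KO against WT (15 to 4 at 5 months, 12 to 6 at 7 months, 7 to 0 (2553 unadjusted) at 10 months) and C5a+ against WT (5 to 2 at 2.7 months, 4 to 2 at 7 months); in the cortex for Arc against WT (2 to 1 at 2.7 months, 54 to 15 at 5 months, 308 to 198 at 7 months, 215 to 125 at 10 months), ArcC5aR1KO against Arc (4 to 10 at 5 months, 6 to 1 at 7 months) and ArcC5a+ against Arc (4 to 2 at 2.7 months, 3 to 1 at 7 months); in the difference between the tissues for Arc against WT (2 to 1 at 2.7 months, 35 to 4 at 5 months, 127 to 14 at 7 months, 7 to 2 at 10 months); for the change from 7 to 10 months of ArcC5a+ against Arc (97 to 0 (860 unadjusted)); for the time course (3330 to 1346). With ComBat-seq they moved in the hippocampus for ArcC5aR1KO against Arc (6 to 13 at 5 months), C5aR1KO against WT (7 to 31 at 10 months) and C5a+ against WT (2 to 4 at 5 months); in the cortex for ArcC5aR1KO against Arc (4 to 11 at 5 months, 1 to 4 at 10 months); in the difference between the tissues for Arc against WT (7 to 19 at 10 months); for the change from 7 to 10 months of ArcC5a+ against Arc (97 to 19), and 34 of 41 stayed within 1.5-fold.

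Fitting only the 2 groups compared, which leaves fewer libraries to estimate the spread, moved the numbers in the hippocampus for Arc against WT (79 to 4 at 2.7 months), ArcC5aR1KO against Arc (10 to 0 (920 unadjusted) at 2.7 months, 6 to 0 (816 unadjusted) at 5 months, 2 to 0 (1519 unadjusted) at 10 months), ArcC5a+ against Arc (8 to 1 at 2.7 months, 2 to 1 at 5 months, 6 to 3 at 7 months), C5aR1KO against WT (13 to 1 at 2.7 months, 15 to 2 at 5 months, 12 to 6 at 7 months, 7 to 2 at 10 months) and C5a+ against WT (5 to 3 at 2.7 months, 2 to 1 at 5 months, 4 to 7 at 7 months, 1 to 2 at 10 months); in the cortex for Arc against WT (2 to 0 (1034 unadjusted) at 2.7 months), ArcC5aR1KO against Arc (15 to 1 at 2.7 months, 4 to 1 at 5 months, 1 to 0 (1602 unadjusted) at 10 months) and ArcC5a+ against Arc (4 to 2 at 2.7 months, 3 to 1 at 7 months); in the difference between the tissues for Arc against WT (2 to 0 (667 unadjusted) at 2.7 months, 7 to 15 at 10 months); for the change from 7 to 10 months of ArcC5a+ against Arc (97 to 0 (1815 unadjusted)). Without a filter on low counts they moved in the hippocampus for ArcC5aR1KO against Arc (6 to 12 at 5 months), ArcC5a+ against Arc (2 to 7 at 5 months) and C5aR1KO against WT (15 to 23 at 5 months); in the cortex for Arc against WT (2 to 11 at 2.7 months, 54 to 83 at 5 months), ArcC5aR1KO against Arc (15 to 39 at 2.7 months, 4 to 191 at 5 months) and ArcC5a+ against Arc (4 to 13 at 2.7 months, 1 to 33 at 5 months, 3 to 5 at 7 months); for the change from 7 to 10 months of ArcC5a+ against Arc (97 to 14). RLE size factors left all 44 numbers within 1.5-fold, and for C5aR1KO against WT hippocampus at 10 months the calls went from 3 higher and 4 lower to 5 and 4.

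With the replicate block, which takes mice of one label such as M1 as paired, the numbers moved in the hippocampus for Arc against WT (79 to 48 at 2.7 months, 412 to 273 at 5 months), ArcC5a+ against Arc (8 to 2 at 2.7 months), C5aR1KO against WT (13 to 8 at 2.7 months) and C5a+ against WT (5 to 2 at 2.7 months); in the cortex for Arc against WT (2 to 1 at 2.7 months, 54 to 27 at 5 months) and ArcC5a+ against Arc (4 to 2 at 2.7 months); in the difference between the tissues for Arc against WT (35 to 13 at 5 months); for the change from 7 to 10 months of ArcC5a+ against Arc (97 to 0 (846 unadjusted)). The replicate block moved no other number of genes by over 1.5-fold (31 of 41 stayed within it). It took the place of library set and sex, and for the change from 7 to 10 months it joined mice of one label across ages. A limma-voom fit with the mouse as a random effect moved those in the difference between the tissues for Arc against WT (35 to 57 at 5 months, 7 to 45 at 10 months) and ArcC5a+ against Arc (0 to 92 at 10 months).

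Leaving out each ArcC5a+ library in turn moved the change from 7 to 10 months of ArcC5a+ against Arc from 97 genes to 31 to 378 (214 without F1, 31 without F2, 312 without M1, 50 without M2 and 378 without M3, all 10-month hippocampus). The numbers for ArcC5a+ against Arc ran from 1 to 2 in the hippocampus at 10 months (2 without F1 and 2 without M1), 2 to 4 in the cortex at 2.7 months (2 without F1) and 1 to 29 in the cortex at 10 months (29 without M3). In the hippocampus at 2.7 months they ran from 6 to 8, within 1.5-fold of 8.

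Among the alternatives chosen after seeing the data, the fit without the libraries that stand apart moved the numbers in the hippocampus for Arc against WT (761 to 1175 at 10 months), ArcC5a+ against Arc (1 to 29 at 10 months), C5aR1KO against WT (7 to 2 at 10 months) and C5a+ against WT (1 to 169 at 10 months); in the cortex for Arc against WT (215 to 349 at 10 months), ArcC5aR1KO against Arc (1 to 5 at 10 months), ArcC5a+ against Arc (1 to 105 at 10 months) and C5aR1KO against WT (481 to 13 at 10 months); in the difference between the tissues for Arc against WT (7 to 25 at 10 months); for the change from 7 to 10 months of ArcC5a+ against Arc (97 to 313). The fit without library sets 5-C and 5-D moved them in the hippocampus for Arc against WT (412 to 184 at 5 months), ArcC5a+ against Arc (2 to 1 at 5 months), C5aR1KO against WT (15 to 7 at 5 months) and C5a+ against WT (2 to 1 at 5 months); in the cortex for Arc against WT (54 to 11 at 5 months); in the difference between the tissues for Arc against WT (35 to 0 (696 unadjusted) at 5 months), and the GC content offset in the hippocampus for ArcC5aR1KO against Arc (2 to 1 at 10 months); in the cortex for ArcC5aR1KO against Arc (1 to 2 at 10 months). Leaving out the C5a+ female left the number for C5a+ against WT hippocampus at 10 months within 1.5-fold of 1.

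Arc males and females compared at 10 months alone gave 4 genes in the cortex, and at 2.7 months alone 0 in the hippocampus (353 unadjusted), from 7 in each tissue over all ages. With an estimated correlation between genes, camera called fewer lists and ages, in the hippocampus ArcC5aR1KO against Arc 30 to 0, ArcC5a+ against Arc 44 to 4, C5aR1KO against WT 20 to 0, C5a+ against WT 31 to 2, ArcC5aR1KO against C5aR1KO 91 to 54 and ArcC5a+ against C5a+ 85 to 55 of 164; in the cortex Arc against WT 71 to 38, ArcC5aR1KO against Arc 35 to 6, ArcC5a+ against Arc 35 to 2, C5aR1KO against WT 18 to 0, C5a+ against WT 26 to 1, ArcC5aR1KO against C5aR1KO 68 to 31 and ArcC5a+ against C5a+ 66 to 33 of 160. Itgam in ArcC5aR1KO relative to Arc hippocampus at 10 months went from 0.992 in TPM to 1.07 in CPM, past the test in neither unit.

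Single genes of the paper, of the naming rule and of 3 neuronal lists kept direction and side of the threshold in 5108 of 6026 cases over all alternatives. In 498 cases a gene was no longer past the threshold, in 420 it came past it, and in 0 a called gene changed direction. Calls were lost above all without the library set (153) and with only the compared groups (144), and gained above all at an adjusted p under 0.05 (126) and with DESeq2 (88).

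Depth limits the genes with few counts, since libraries held as few as 6529624 expected counts, and C5ar2 had 140 counts over all 10-month ArcC5a+ hippocampi. Comparisons used only for named genes and lists, which are ArcC5aR1KO against C5aR1KO, ArcC5a+ against C5a+, and C5aR1KO and C5a+ against WT in the cortex, were not refitted under the alternatives, apart from C5aR1KO against WT cortex at 10 months, and libraries of groups other than ArcC5a+ were not left out in turn.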

Differences from the paper's values

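The test of the time course called 3330 genes in the hippocampus at the article's threshold, where the paper reports 1763 from another program. The test used here also calls genes whose difference between genotypes is the same at all ages. Of the alternatives set before the data were examined, the number came within 1.5-fold of the paper's with no library set in the model (1346) and not with RLE size factors (3361), an adjusted p under 0.01 (6252), a least squares F test on CPM (6062) and no filter on low counts (2875). A least squares F test of the genotype terms only, chosen after seeing the values, gave 1083, which is not within 1.5-fold either. The fit without the libraries that stand apart was also chosen after seeing the values.

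Mean levels of Itgax read from the paper's figure differ from the deposited TPM values in 3 groups. They are about 1.4 TPM for Itgax in Arc at 5 months in the paper's Fig. 6F, read by eye, against 0.811 ± 0.490 TPM (SD), about 1.2 TPM for Itgax in Arc at 10 months in the paper's Fig. 6F, read by eye, against 2.45 ± 0.900 TPM (SD) and about 1.9 TPM for Itgax in ArcC5a+ at 10 months in the paper's Fig. 6F, read by eye, against 4.18 ± 1.51 TPM (SD). The paper computed TPM from counts after a batch correction, and the deposited TPM come from RSEM before it, so that the 2 are not the same quantity. The alternatives did not give another TPM value for these groups.

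The paper states that Inpp5d was lower in ArcC5aR1KO mice at every age. Here its log2 differences from Arc mice were -0.05, 0.11, -0.18 and 0.00 at the 4 ages (lowest adjusted p = 0.900). Slower rises of C4b and Serping1 in ArcC5aR1KO mice are also stated. The differences from Arc mice were -0.17, 0.17, -0.08 and -0.10 for C4b and 0.04, -0.02, -0.24 and -0.03 for Serping1 (lowest adjusted p = 0.830). In ArcC5a+ mice, for which the paper states a delay and then a catch-up, the values were -0.23, -0.13, -0.40 and 0.49 for C4b and -0.15, 0.13, -0.45 and 0.03 for Serping1, negative at 7 months for these 2 genes and positive at 10 months, past the test at no age (lowest adjusted p = 0.225).

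Among the complement genes that the paper names as the earliest to rise, C4b, C1qa and C3ar1 were higher in Arc than in WT hippocampus at 2.7 months, by 1.02 (adjusted p = 1.03e-05), 0.60 (adjusted p = 6.42e-06) and 0.99 (adjusted p = 3.56e-04), though not past the threshold with only these 2 groups fitted. C5ar1 at 1.06 (adjusted p = 0.0867), Serping1 at 0.42 (adjusted p = 0.591) and C3 at 0.49 (adjusted p = 0.712) did not pass. Of the genes stated to rise early, Itgam did at 0.39 (adjusted p = 0.00756) but not with no library set, without a filter, with the replicate block or with only these 2 groups fitted, and Itgax at 1.32 (adjusted p = 0.138), Masp1 at 0.27 (adjusted p = 0.558) and C1ra at 0.44 (adjusted p = 0.566) did not, and none of the genes that did not pass was called by an alternative. For a further rise of these genes in ArcC5a+ over Arc mice at 10 months, the values were 0.02 for Masp1, 0.09 for C1ra, 0.34 for Itgam and 0.64 for Itgax, the lowest adjusted p being 0.534. The change from 7 to 10 months of the difference between ArcC5a+ and Arc was 0.77 (adjusted p = 0.0393) for Itgam and 1.31 (adjusted p = 0.0173) for C3, which came past the threshold at an adjusted p under 0.05, for Itgam also without ArcC5a+ replicate M3 and for C3 without replicate M1.

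A strong induction of C5ar2 in ArcC5a+ mice at 10 months is stated. In the deposited values C5ar2 was at 0.880 ± 0.625 TPM (SD, n = 5) in these mice and 0.279 ± 0.116 TPM (SD, n = 7) in C5a+ mice, a positive difference that did not pass by edgeR, at 1.75 (adjusted p = 0.0530). Arc mice had 0.816 ± 0.841 TPM (SD, n = 8) at that age, and the difference from them was 0.27 (adjusted p = 0.875). The fall of C5ar2 in ArcC5aR1KO mice that the paper also states was found, at -3.35 (adjusted p = 2.09e-04) at 5 months, though not with only these 2 groups fitted. Lower expression of inflammation genes of cluster Rc7 without C5ar1 is stated, and of 8 such genes 0 passed at 7 months (0 over the list alone), with negative differences in 8 of them and a median of -0.14. A rise of these genes in ArcC5a+ mice at 10 months is also stated. The change from 7 to 10 months of the difference between ArcC5a+ and Arc mice was positive for 8 of 8, with 0 past the threshold and 4 over the list alone. This does not show a rise within ArcC5a+ mice, since a fall in Arc mice would give the same sign.

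Cholesterol synthesis genes are stated to be higher in C5a overexpressing mice at 10 months. Their median log2 difference was -0.11 in ArcC5a+ against Arc and -0.11 in C5a+ against WT hippocampus, with 0 and 0 of 20 genes higher. The lower values in ArcC5aR1KO mice at 7 months that the paper states had a median of -0.04 (camera, adjusted p = 0.0182, and 0.626 with an estimated correlation).

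Pan-reactive and A1 astrocyte genes are stated to be higher in ArcC5a+ mice at 10 months and lower or later in ArcC5aR1KO mice. In ArcC5a+ against Arc at 10 months 0 of 13 pan-reactive and 0 of 11 A1 genes were higher, with medians of 0.16 and -0.03. In ArcC5aR1KO against Arc at 7 months 0 and 0 were lower, with medians of -0.25 and -0.05. A higher level of Il1a in ArcC5aR1KO mice at 5 months is stated, and the difference was 0.37 (adjusted p = 0.755).

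More changes of the GABAergic and synaptic genes without the Arctic transgene than with it are stated. The test of that difference at 10 months called 0 of 18962 genes (554 at an unadjusted p under 0.05) in edgeR, 0 in limma-voom and 6 in DESeq2. Higher GABAergic genes in C5a+ against WT mice are stated, and 21 of 24 had positive differences at 10 months with 0 past the test, with Gabra2 at 0.49 (adjusted p = 1.00) with no library set and 0.54 (adjusted p = 0.971) with the replicate block, and past the threshold only without the libraries that stand apart, at 0.84 (adjusted p = 0.00140), a fit chosen after seeing the values. More effects of C5ar1 loss and C5a in the hippocampus than in the cortex are stated, and the tests of the difference between tissues gave 0 and 0 genes in edgeR (683 and 1349 at an unadjusted p under 0.05), and 7 and 14 in DESeq2. With the mouse as a random effect in limma-voom these were 0 and 92. Of the 92, 90 had a lower signed log2 difference in the hippocampus, which does not tell in which tissue the effect was stronger. For ArcC5aR1KO against Arc, camera with an estimated correlation called 6 of 160 lists and ages in the cortex and 0 of 164 in the hippocampus.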

Other observations

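Microglial and astrocyte genes rose in the cortex of Arc mice too. Of 29 DAM genes 1 was higher in Arc than in WT cortex at 2.7 months, 12 at 5 months, 24 at 7 months and 21 at 10 months (1, 19, 25 and 22 when adjusted over the list alone), with median log2 differences of 0.07, 0.57, 1.42 and 1.48. The list passed camera with an estimated correlation at 5, 7 and 10 months (adjusted p = 2.32e-06, 8.74e-09 and 1.30e-11). Cst7, a cystatin made by activated microglia, was higher by 3.43 (adjusted p = 3.01e-04) at 2.7 months already, though not with only these 2 groups fitted, and by 8.12 at 7 months. The lectin gene Clec7a was higher by 5.46 (adjusted p = 5.79e-16) and the receptor gene Trem2 by 2.36 (adjusted p = 1.22e-15) at 10 months. Interferon response genes were called at 7 and 10 months, with 0, 8 and 11 of 22 higher at 5, 7 and 10 months (0, 12 and 18 over the list alone), and pan-reactive astrocyte genes with 1, 6 and 7 of 13 (3, 7 and 10 over the list alone), among them Gfap at 3.19 (adjusted p = 3.20e-07) at 10 months. Of the tests in this part, the fits without the libraries that stand apart, without a C5a+ female and with a GC content offset were chosen after the result was seen.

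Interneuron and dentate gyrus genes were lower as lists in the Arc hippocampus at 10 months, and with them Npas4, a gene of neuronal activity. Of 13 immediate early genes 1 was lower than in WT mice over all genes and 5 over the list alone, with a median of -0.72 (camera, adjusted p = 4.33e-05, and 0.120 with an estimated correlation). The transcription factor gene Npas4 was at -1.67 (standard error 0.41, adjusted p = 0.00644), Nr4a1 at -1.22 (adjusted p = 0.0192), Fosb at -1.30 (adjusted p = 0.0295) and Egr1 at -0.72 (adjusted p = 0.0309). Interneuron genes had a median of -0.31 and dentate gyrus genes one of -0.71, past camera with an estimated correlation (adjusted p = 0.00755 and 0.0426), with 0 and 0 members called over all genes (2 and 2 over the list alone). These list tests were not refitted without the libraries that stand apart, which include 2 Arc and 0 WT hippocampi. The peptide gene Cck was at -0.70 (adjusted p = 0.0128), Sst at -0.34 (adjusted p = 0.0619) and Npnt at -0.71 (adjusted p = 0.0479). Npas4 also passed in DESeq2 at -1.70 (adjusted p = 6.98e-04), and not without the library set at -1.63 (adjusted p = 0.0325), with the replicate block at -1.65 (adjusted p = 0.0132) or without the libraries that stand apart at -1.42 (adjusted p = 0.0142). Nr4a1 and Cck passed in DESeq2 at -1.24 (adjusted p = 0.00406) and -0.71 (adjusted p = 0.00294) and without the libraries that stand apart at -0.98 (adjusted p = 0.00229) and -0.45 (adjusted p = 0.00327). A loss of interneurons or dentate granule cells and a lower activity of these cells cannot be told apart in tissue RNA, and counts of SST and PROX1 positive cells in the same regions would separate them.

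Between C5aR1KO and WT cortex at 10 months 393 genes were higher and 88 lower, where 18, 14 and 15 genes were called at the younger ages. In 44 other splits at most 0 genes were called, and as many as in the real split in 1 of 45. This cannot tell a genotype effect from an uneven share of the libraries that stand apart, which include 3 C5aR1KO and 0 WT cortices. With a GC content offset 325 genes were called, and without the 10-month libraries that stand apart, 3 of them C5aR1KO cortices, 13. The libraries that stand apart may therefore account for many of these calls, although fewer libraries also leave less power. GC content alone does not account for all of them.

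A C5a+ female at 10 months, replicate F2, had Hc near the level of mice without the C5a transgene, at 0.44 TPM in the hippocampus (5 counts), where the other C5a+ mice had 2.61 to 4.48 TPM and WT mice a mean of 0.270 ± 0.209 TPM (SD, n = 8), and at 0.53 TPM in the cortex (8 counts), where the other C5a+ mice had 0.69 to 2.06 TPM and WT mice a mean of 0.135 ± 0.167 TPM (SD, n = 8). It is also the C5a+ mouse with the highest hippocampal Itgax at that age. A wrong genotype or a lost transgene cannot be told apart in these counts. Left out of the comparison of C5a+ with WT hippocampus at 10 months, it left the number of genes called at 1.

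Other splits of the same libraries into groups of the same sizes were tried, 45 for each comparison at 1 age with the real one included. As many genes as in the real split were found in 1 of 45 splits for all but 3 comparisons. For Arc against WT in the hippocampus at each age and in the cortex at 5, 7 and 10 months, the other splits gave at most 1 gene, far below the real numbers. In the cortex at 2.7 months the real 2 genes stand beside 1. The comparisons of C5aR1KO and C5a+ lines call the changed gene itself, so that the real split leads by design and says little of other genes. In C5aR1KO against WT cortex at 10 months it cannot separate genotype from the libraries that stand apart. In 2 of 45 they were found for ArcC5a+ against Arc in the hippocampus at 10 months (1 real, 1 in another split), ArcC5a+ against Arc in the hippocampus at 7 months (6 real, 56 in another split) and C5a+ against WT in the hippocampus at 10 months (1 real, 2 in another split), where another split gave as many or more. In the hippocampus the numbers at 2.7, 5, 7 and 10 months were Arc against WT (79, 412, 1174 and 761 genes, others at most 1, 0, 1 and 0); ArcC5aR1KO against Arc (10, 6, 11 and 2 genes, others at most 8, 0, 0 and 0); ArcC5a+ against Arc (8, 2, 6 and 1 genes, others at most 3, 0, 56 and 1); C5aR1KO against WT (13, 15, 12 and 7 genes, others at most 2, 0, 0 and 0); C5a+ against WT (5, 2, 4 and 1 genes, others at most 3, 0, 1 and 2). In the cortex they were Arc against WT (2, 54, 308 and 215 genes, others at most 1, 0, 1 and 0); ArcC5aR1KO against Arc (15, 4, 6 and 1 genes, others at most 0, 0, 0 and 0); ArcC5a+ against Arc (4, 1, 3 and 1 genes, others at most 2, 0, 1 and 0). For ArcC5a+ against Arc in the hippocampus at 7 months the split with 56 genes, several times the real 6, points to a structure of the samples that was not identified. Results over several ages or both tissues had 21 splits each, and those of Arc males against females 40. The time course gave 3330 genes against at most 20 in the others (1 of 21 splits with as many, the smallest share that so many splits allow). Arc males against females gave 7 against at most 0 in the hippocampus and 7 against at most 0 in the cortex (1 and 1 of 40). Most of these genes lie on the sex chromosomes and mark the sex itself, so the real split leads by design. It says nothing of the genes on other chromosomes, Ddx4 and Gm26723. Where the real split gave 0 genes each split gave as many, which was so for the change from 7 to 10 months of ArcC5aR1KO against Arc (21 of 21 splits, others at most 1), for the effect of C5a with and without the Arctic transgene (45 of 45, at most 0) and for the difference between tissues of ArcC5aR1KO against Arc at 7 months (21 of 21, at most 1) and ArcC5a+ against Arc at 10 months (21 of 21, at most 0).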
